# Altered Gene Transcription in Human Cells Treated with Ludox^®^ Silica Nanoparticles

**DOI:** 10.3390/ijerph110908867

**Published:** 2014-08-28

**Authors:** Caterina Fede, Caterina Millino, Beniamina Pacchioni, Barbara Celegato, Chiara Compagnin, Paolo Martini, Francesco Selvestrel, Fabrizio Mancin, Lucia Celotti, Gerolamo Lanfranchi, Maddalena Mognato, Stefano Cagnin

**Keywords:** nanoparticles (NPs), cell toxicity, microarray gene expression, pathway analysis

## Abstract

Silica (SiO_2_) nanoparticles (NPs) have found extensive applications in industrial manufacturing, biomedical and biotechnological fields. Therefore, the increasing exposure to such ultrafine particles requires studies to characterize their potential cytotoxic effects in order to provide exhaustive information to assess the impact of nanomaterials on human health. The understanding of the biological processes involved in the development and maintenance of a variety of pathologies is improved by genome-wide approaches, and in this context, gene set analysis has emerged as a fundamental tool for the interpretation of the results. In this work we show how the use of a combination of gene-by-gene and gene set analyses can enhance the interpretation of results of *in vitro* treatment of A549 cells with Ludox^®^ colloidal amorphous silica nanoparticles. By gene-by-gene and gene set analyses, we evidenced a specific cell response in relation to NPs size and elapsed time after treatment, with the smaller NPs (SM30) having higher impact on inflammatory and apoptosis processes than the bigger ones. Apoptotic process appeared to be activated by the up-regulation of the initiator genes *TNFa* and *IL1b* and by *ATM*. Moreover, our analyses evidenced that cell treatment with Ludox^®^ silica nanoparticles activated the matrix metalloproteinase genes *MMP1*, *MMP10* and *MMP9*. The information derived from this study can be informative about the cytotoxicity of Ludox^®^ and other similar colloidal amorphous silica NPs prepared by solution processes.

## 1. Introduction

Nanotechnology allows the manipulation and organization of elements in a reduced dimension scale (nanometer scale range) permitting the development of nanomaterials with enormous potential impact on different applications in biotechnology, medicine, diagnostic, food and material science. The great promise of nanotechnology is to improve the quality of products, however, there are many questions about the health risks that may be associated with exposure to nanomaterials. Moreover, it is not clear if the materials usually safe can become dangerous when reduced to the nanoscale because it is assumed that the laws of chemistry and physics work differently when the particles are infinitely small [1]. Nanomaterials can be generated from parent material (transitional metals, silicon, carbon, and metal oxides) in different shapes: spheres, rods, wires, and tubes [2]. Some known NPs tend to agglomerate and fall to the ground, while, the latest nanomaterials are often coated to prevent the agglomeration causing a longer volatility and, therefore, becoming more easily inhalable. In this context, silica NPs have found extensive applications in industrial manufacturing and chemical industry, as additive used as a flow agent in powdered foods or to adsorb water in hygroscopic applications, as fining agents for wine, beer, juice, as additives to cosmetics, printer toners, drugs and pharmaceutical products [3]. Considering the increasing exposure to silica NPs, studies are required to assess their impact on human health. Because of their very small size, NPs can enter cells interacting with intracellular structures and molecules [4] and causing health problems [5,6,7,8,9]. Different mechanisms are the basis of nanomaterials’ toxicity, but the most pronounced arise from the production of excess reactive oxygen species (ROS) that contribute to the generation of oxidative stress, mitochondrial perturbation, inflammation, and endothelial dysfunction [10,11,12]. In general, the physicochemical features of engineered NPs influence their toxicity [12]: the smaller the dimensions easier is the ability to cross tissue and cell membranes allowing the interaction with cellular components and working as molecular switches [13]. Ludox^®^ NPs have chemically active surfaces that bond to other silica particles or oxygen-containing surfaces. Most applications of Ludox^®^ colloidal silica depend on the high surface area and reactivity of the suspended particles, and on the chemical inertness, excellent refractoriness and low coefficient of expansion of these particles when dry. Some of the Ludox^®^ NPs applications are as coating agents for plastic films or for photographic and duplicating paper, antisoil, adhesion or wetting promotors, antislip, reinforcing agent for latex, silicon wafer polishing, soil retardants and rug shampoos, package fractionizing and high temperature binders. Colloidal silica may cause a tissue response in the lung (pneumoconiosis) if mists or dusty dried particles are inhaled. The lung cell culture models should be used in nanotoxicity studies to investigate the most affected system by volatile NPs and for this purpose, human alveolar epithelial cells (A549 cell line) have been frequently used [14]. Common *in vitro* methods (cytotoxicity or cell viability assays, apoptosis or necrosis detection) allow the production of specific and quantitative measurements of nanotoxicity, but provide little information about the mechanisms or causes of cellular toxicity and death.

Omics science applied to nanotechnology is now emerging as an attractive tool to address the still unanswered questions dealing with nanoparticle-induced toxicity in living systems. The unique advantage provided by “omic” techniques (such as, two dimension DIfference Gel Electrophoresis: 2D-DIGE, Liquid Chromatography Mass Spectrometry: LC-MS, microarrays) is to get information on the systems level considering molecular interactions and pathway alterations induced by and related to NPs. Omics approaches should allow the identification of biomarkers to monitor the effects of NP exposure. In comparison to other health related problems (e.g., tumors, skeletal muscle pathologies), genome wide approaches were little used to understand mechanisms underlying the nanotoxicological effects. Protein expression profiles allowed the identification of an early acute response, not associated with general physiological damage, due to treatment of rats with SiO_2_ [15], while MAPK pathway and cell cycle alterations were evidenced in A549 cells treated with CuO NPs [15]. All genome wide analyses performed to detect effects of NPs in treated cells [16,17,18,19,20,21,22,23,24,25,26] are based on the identification of differentially expressed genes that represent the starting point of a highly challenging process of result interpretation in which a gene-by-gene approach is often used. The lists obtained are highly dependent on the statistical tests adopted and on the threshold used to declare a gene significant. This variability has raised substantial criticism concerning the reproducibility of array experiments. Several studies have demonstrated greater consistency in array results using gene set approaches, rather than single gene approaches [27,28,29], indicating that there is greater reproducibility of the main biological themes than of their single elements. A gene set is defined as a set of genes that are functionally related. Gene sets are usually identified based on *a priori* biological knowledge (see, for example, Gene Ontology “GO” [30], the Kyoto Encyclopedia of Genes and Genomes “KEGG” [31] and Reactome [32]). In this work, we used the microarray gene expression profiling to identify gene sets altered in human lung cancer cells (A549) in relation to SiO_2_ NPs of two different sizes (SM30 and AS30) and to the recovery time after exposure. By integrating gene sets and gene-by-gene approaches we evidenced the activation of matrix metalloproteinases genes *MMP1*, *MMP10* and *MMP9* and immune and apoptosis processes in response to smaller Ludox^®^ silica nanoparticles (SM30).

## 2. Experimental Section

### 2.1. Nanoparticle Characterization

Ludox^®^ silica NPs of two different sizes, AS30 and SM30, were obtained from a commercial source as 30 wt % suspensions in H_2_O. The nanoparticle suspensions were diluted with ultrapure (Milli-Q Merck Millipore, Billerica, MA, USA) water to the desired concentration (30–40 mg/mL), extensively dialyzed into a 75 mL Amicon ultrafiltration cell, equipped with a 10 kDa regenerated cellulose membrane, and finally filtered with 0.22 μm Durapore membrane. NP concentration in the purified sample was determined by weighing a dried aliquot of the solution. Transmission electron microscopy (TEM) images of the particles were obtained with a FeiTecnai 12 transmission electron microscope (FEI, Hillsboro, OR, USA) as previously described [33]. Dynamic light scattering (DLS) measurements were performed with a Zetasizer NanoS (Malvern, Malvern, Worcestershire, UK) equipped with a thermostatic cell holder and an Ar laser operating at 633 nm.

### 2.2. Cell Line and Treatments

The human cell line A549 (lung adenocarcinoma) was obtained from the American Type Culture Collection (American Type Culture Collection, Rockville, MD, USA) and maintained in F12-K medium supplemented with 10% heat-inactivated Fetal Calf Serum (FCS), 38 units/mL streptomycin, and 100 units/mL penicillin G under standard culture conditions and during the post-treatment recovery. Cells were kept at 37 °C in a humidified atmosphere containing 5% CO_2_.

To evaluate the cytotoxicity induced by Ludox^®^ NPs, the cells were plated and allowed to attach for 24 h. Then, NPs were diluted to appropriate concentrations and immediately applied to the cells. We used a short incubation for 2 h in serum-free medium, followed by a post-treatment recovery of 3 or 22 h in complete medium (10% FCS). We selected these treatment modalities because DLS measurements showed that NPs aggregate in the presence of serum, and preliminary cell viability tests suggested that 2 h is the maximum time interval of culture in medium without serum tolerated by cells. For long incubation times, we supplemented culture medium with 3% serum, which represents the lowest percentage suitable for maintaining the cells for to 72 h without suffering, in accordance with our previous observations [34]. For cytotoxicity tests, the dialyzed NP stock suspensions were diluted with ultrapure water (5 mg/mL); the pH was adjusted between 7.3 and 7.5 with 1 M HCl, and the suspensions were sterilized by 0.22 μm filtration (control experiments confirm that such operations do not alter the nanoparticles’ concentration). The diluted solutions were prepared immediately before use. NPs concentrations (0.005–0.6 mg/mL) were chosen to evaluate the dose/survival according to the treatment conditions. Control cells underwent the same steps of treated cells except for NP exposure.

### 2.3. Assessment of Cytotoxicity and Apoptosis Detection

Analyses were performed as described in [33]. Briefly, 8 × 10^3^ cells/cm^2^ were seeded in triplicate in 96-well plates (200 μL/well). After 24 h, the culture medium was removed, and the cells were incubated for 2 h with 150 μL of medium, without serum, containing different concentrations of AS30 or SM30 NPs. After recovery time (3 or 22 h in complete medium with 10% of serum), the cells were incubated for 60–90 min in the dark with 20 μL of the MTS reagent diluted in 100 μL of serum-free medium. The absorbance of formazan product was recorded at 490 nm with a microplate reader (Spectramax 190, Molecular Devices^®^, Sunnyvale, CA, USA). A clonogenic assay was performed by seeding 2–4 × 10^4^ cell/cm^2^ in 6-cm culture dishes allowing their attachment overnight. After the treatment cells were harvested by trypsinization, and counted by trypan blue dye exclusion. Next 10.2 cell/cm^2^ were plated in culture dishes, and after 7–14 days at 37 °C, the colonies were stained with 0.4% crystal violet and counted. Only colonies containing more than 50 cells were scored as survivors. Cell survival was calculated as a percentage of cloning efficiency (CE) of treated cells over CE of control cells. Induction of apoptosis in treated cells was performed by the Annexin-V-FLUOS Staining Kit (Roche Applied Science, Basel, Switzerland). After the treatment, cells were detached and centrifuged at 200× *g* for 5 min. The pellet was resuspended in 100 μL of Annexin-V-Fluos labeling solution and incubated for 10 min at 37 °C. Samples were analyzed by flow cytometry with a FACSCantoTM II flow cytometer (BD Bioscences, San Jose, CA, USA).

### 2.4. Assessment of Microarray Experiments

RNA extraction was performed using TRIzol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. All samples were quantitated using a NanoDrop ND-1000 spectrophotometer; RNA quality was then analyzed using the Agilent Bioanalyser 2100 (Agilent, Santa Clara, CA, USA) (Agilent RNA 6000 nano kit; RIN at least 7 accepted). 1 µg of total RNA was labeled with “Agilent One-Color Microarray-Based Gene Expression protocol” according to the manufacturer’s protocol. The synthesized cDNA was transcribed into aRNA and labeled with Cy3-dCTP. Labeled aRNA was purified with RNeasy Mini columns (Qiagen, Valencia, CA, USA). The quality of each aRNA sample was verified by total yield and specificity calculated with NanoDrop ND-1000 spectrophotometer measurements (Nanodrop, Wilmington, DE, USA). Labeled aRNA (1.65 μg) was used in each reaction and hybridization was carried out at 65 °C for 17 h in a hybridization oven rotator (Agilent). The arrays were washed using Agilent Gene expression washing buffers and Stabilization and Drying Solution as suggested by the supplier. Slides were scanned on an Agilent microarray scanner (model G2565CA) and Agilent Feature Extraction software version 10.5.1.1 was used for image analysis. Gene expression data were performed on three biological replicates for each condition and are available in the GEO database with the accession number: GSE53700.

### 2.5. Microarray Data Analysis

Inter-array normalization of expression levels was performed with the quantile method [35] to correct possible experimental distortions. Normalization function was applied to the expression data of all the experiments, and the values for within-arrays replicate spots were then averaged. Feature Extraction Software, which provided spot quality measures, was used to evaluate the quality and reliability of the hybridization. In particular, the flag “positive and significative” (set to 1 if the spot had an intensity value significantly different from the local background and to 0 when otherwise) was used to filter out unreliable probes: the flag equal to 0 was to be noted as “not available (NA)” the spot intensity. Probes with a high proportion of NA values were removed from the dataset in order to carry out a more solid and unbiased statistical analyses. 

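The deposited scanner files held 45015 spots per array, of which 43376 were not control spots, and the latter represented 41000 distinct probes. Each spot carries a positive and significant flag, and spots with the flag at 0 were set to missing before replicate spots were averaged. Probes with more than 33% missing values over the 18 arrays were then removed, which left 28665 probes. Of these, 23030 had a measured ratio in all 9 pairs of treated and control arrays. The authors' deposited expression table has 41093 lines, control spots included, and the same rule applied to that table kept 28739 lines. When the rule was applied to ratios of treated over the mean of the 3 controls in that table, allowing at most 6 of the 9 ratios to be missing, 32096 lines remained. This last form of the rule was found by trying several definitions after the number was known.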

Thirty-three percent of NA was used as the threshold in the filtering process, and a total of 32,096 transcripts of 41,093 were used in the subsequent analysis. Gene expression data derived from cells treated with NPs were divided by the expression of the same gene in the corresponding control sample and then log transformed before the identification of differentially expressed genes. Differentially expressed genes identification (Significance Analysis of Microarray [36]; multiclass analysis with 5% FDR accepted), and PCA analysis were performed using the TMev suite [37]. Classes considered for the identification of differentially expressed genes were (a) cells treated with SM30 for 3 h of recovery time, (b) cells treated with AS30 for 3 h and (c) 22 h of recovery time. Gene Ontology analysis of differentially expressed genes was performed according to DAVID web tool [38]. Cytoscape tool [39] in association with the Agilent Literature Search plug-in [40] was used to produce network of differentially expressed genes. Agilent Literature search software is a meta-search tool for automatically querying multiple text-based search engines (both public and proprietary: PubMed, OMIM: Online Mendelian Inheritance in Man, USPTO: United States Patent and Trademark Office) in order to aid biologists faced with the task of manually searching and extracting associations among genes/proteins of interest. In particular, searched genes can be contextualized and related to association terms of interest. We used following terms to associate gene symbols of up-regulated genes in SM30 treated cells (Supplemental Table S1) with specific context: “nanoparticles”, “nanotoxicology”, “cell toxicity”, “nanostructure”, and “nanomaterials”. *Homo sapiens* concept lexicon was used to resolve gene aliases and search engine “hits” was limited to ten per search engine per query line. The Agilent software converts into interactions searched terms linked by a verb. Resulted network (643 nodes and 2193 edges; Supplemental Figure S1) was analyzed using Network Analyzer [41] plug-in. Topological analysis by Network Analyzer was performed on undirected network (containing only undirected edges). Parameters considered were: (a) connected components; (b) number of neighbors; (c) network radius; (d) network diameter; (e) network centralization; (f) network density; (g) network heterogeneity and (h) clustering coefficient. Next we provide a brief description of the parameters that are described in [41,42] . All nodes of a network that are pairwise connected form a connected component. The number of connected components indicates the connectivity of a network—a lower number of connected components suggests a stronger connectivity. The network diameter is the largest distance between two nodes while the neighborhood genes of a node represent the number of nodes associated with it that can be normalized in the network density parameter. Network density value is comprised between 0 and 1. A network which contains no edges and solely isolated nodes has a density of 0. Parameters related to neighborhood are the network centralization [42] and the network heterogeneity [42]. The network heterogeneity reflects the tendency of a network to contain hub nodes while regarding network centralization if it has a value close to 1 the network resembles a star, whereas decentralized networks are characterized by having a centralization close to 0. The network radius is the minimum among the non-zero eccentricities (eccentricity is the maximum non-infinite length of a shortest path between a node and another node in the network) of the nodes in the network. The clustering coefficient is a ratio between the number of edges between the neighbors of a node and the maximum number of edges that could possibly exist between the neighbor nodes in the network. The clustering coefficient of a node is always a number between 0 and 1. The network clustering coefficient is the average of the clustering coefficients for all nodes in the network.

Supervised pathway analysis was performed by Gene Set Enrichment Analysis (GSEA) [43] and CLIPPER Analysis [44] implemented in the Graphite web tool (accessed on March 2014) [45]. This is a public web server for the analysis and visualization of biological pathways using high-throughput gene expression data. The aim of this type of analyses is to identify groups of genes with coordinated expression changes differentiating biological conditions. GSEA analysis allows determining whether an a priori defined set of genes shows statistically significant, concordant differences between two biological states. In this analysis we set at 10 the minimum number of genes in common between experimental data and pathways to compare, considering the expression of cells treated with SM30 and AS30 NPs with the smaller recovery time (3 h). CLIPPER algorithm accounts in the pathway analysis topological structure of the pathway to select it on the base of means significantly different between experimental conditions. Also in this case we set at 10 the minimum number of genes that have to be mapped on the analyzed pathways.

### 2.6. qRT-PCR Experiments

Total RNA (1 µg) was retrotranscribed with ImProm-II Reverse Transcription System (Promega, Madison, WI, USA). qRT-PCR was performed with the GoTaq qPCR Master Mix (Promega) and gene-specific primers for *MMP1*, *MMP10*, *TNFa*, *IL1b*, *ATM* genes and for *GADPH* as reference (Table 1). qRT-PCR reactions were always performed in triplicates according following PCR cycle: 95 °C for 2 min; 95 °C for 15 s and 60 °C for 1 min for 40 cycles; 72 °C for 1 min. The relative expression levels were calculated using the comparative delta CT (threshold cycle number) method (2^−ΔΔCT^) implemented in the 7500 Real Time PCR System software (LifeTechnologies, Carlsbad, CA, USA).

**Table 1:** Primers for qRT-PCR.

Primer Name	Sequence
MMP1 forward	AGAGAGCAGCTTCAGTGACA
MMP1 reverse	CTTGAGCTGCTTTTCCTCCG
MMP10 forward	TTGACCCCAATGCCAGGAT
MMP10 reverse	CCCCTATCTCGCCTAGCAAT
TNFa forward	AGTGCTGGCAACCACTAAGAA
TNFa reverse	AGATGTCAGGGATCAAAGCTG
IL1b forward	TACTCACTTAAAGCCCGCCT
IL1b reverse	ATGTGGGAGCGAATGACAGA
ATM forward	ACTGGCCAGAACTTTCAAGAAC
ATM reverse	TGCCCAGAATACTTGTGCTTC
GAPDH forward	TCCTCTGACTTCAACAGCGA
GAPDH reverse	GGGTCTTACTCCTTGGAGGC

## 3. Results and Discussion

### 3.1. Characterization of Ludox^®^ AS30 and SM30 Nanoparticles

AS30 and SM30 Ludox^®^ NPs were selected for the present study because of their wide commercial applications. Dynamic light scattering (DLS) and Transmission Electron Microscopy (TEM) analyses were performed before and after the dialysis used to remove any possible contaminant confirming that the purification procedure does not alter the size and morphology of the NPs. The hydrodynamic diameters, obtained by DLS, were 20 ± 4 and 14 ± 4 nm for Ludox^®^ AS30 and SM30, respectively. The mean NP sizes determined by TEM micrographs were 18 ± 3 (AS30) and 9 ± 3 nm (SM30). DLS data were larger than the TEM radius: this is directly related to the solvation shell of molecules surrounding the NPs. Zeta potential of both NPs was negatively charged, −25.9 mV and −26.3 for Ludox^®^ AS30 and SM30, respectively, indicating that the two preparations of Ludox^®^ NPs have a similar stability. The data relative to Ludox^®^ NPs characterization are available in [33] (Figure 1, Table 2).

The behavior of NPs in pure water, culture medium, and in culture medium supplemented with low concentration (3%) of serum was investigated in [33]. We did not detect any aggregation either in PBS or in culture medium. On the other hand, Ludox^®^ NPs strongly aggregated when the medium was supplemented with small amount of serum (3%) and with NP concentrations ≤0.01 mg/mL. Such a behavior is consistent with the well-known protein flocculation ability of silica nanoparticles that is exploited in many applications as beverage clarification.

**Figure 1:**
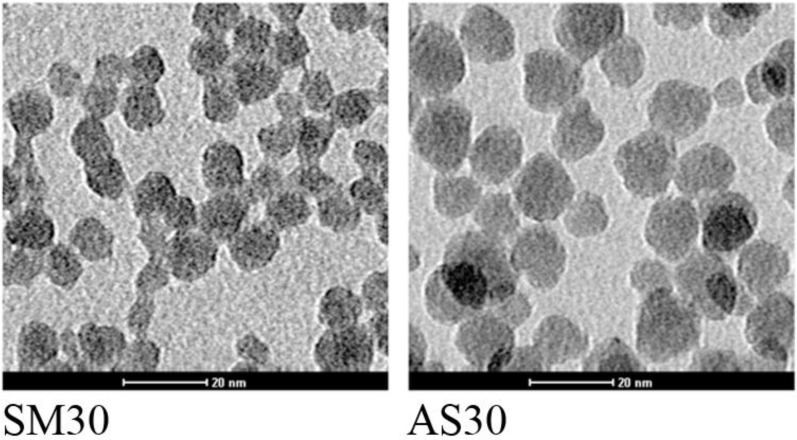
TEM images of SM30 and AS30 Ludox^®^ NPs. According to TEM analysis SM30 NPs have a diameter of 9 ± 3 nm while AS30 NPs have a diameter of 18 ± 3 nm. More information is provided in Table 2.

**Table 2:** NP properties.

NP Type	Counterion *	ζ Potential in PBS	DLS Diameter in PBS	Diameter from TEM in PBS	Surface Area *	pH *
**SM30**	sodium	−26.3 mV	14 ± 4 nm	9 ± 3 nm	345 m^2^/g	10.0
**AS30**	ammonium	−25.9 mV	20 ± 4 nm	18 ± 3 nm	230 m^2^/g	9.1

Note: With * are indicated data provided by Sigma-Aldrich, St. Louis, MO, USA.

### 3.2. Cytoxicity Induced by Ludox^®^ AS30 and SM30 Nanoparticles

Cytotoxicity induced by Ludox^®^ NPs was evaluated by the MTS assay, which measures the reduction of tetrazolium salts to formazan by metabolically active cells, and by the clonogenic assay based on number of colonies formed by single cells. The results showed that cell viability did not decrease after treatment with 0.02 mg/mL of the two NP types, neither after 3 nor after 22 h of recovery time (Figure 2A).

**Figure 2:**
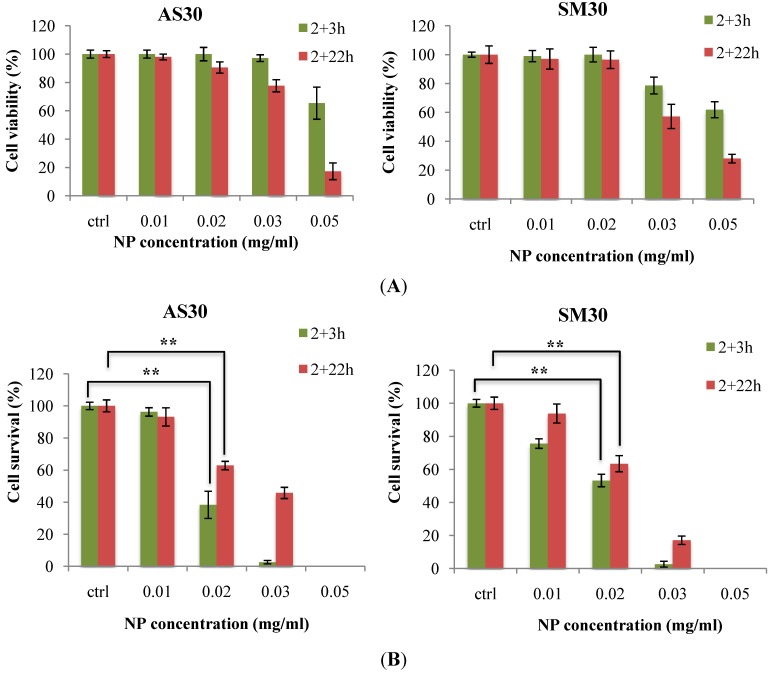
Cytotoxicity of Ludox^®^ NPs AS30 and SM30 in A549 cells was assessed in relation to NP concentration and recovery time after the treatment (3 or 22 h) by MTS assay (**A**, cell viability) and clonogenic assay (**B**, cell survival: cloning efficiency of treated/untreated control cells).

At higher doses (0.03, 0.05 mg/mL) cell viability was similarly altered by the treatment with both NPs. In contrast to MTS assay, the colony forming ability of A549 cells was significantly affected by the 0.02 mg/mL dose of Ludox^®^ AS30 and SM30 NPs at both recovery times after treatments (Figure 2B). Moreover, clonogenic assay showed that NPs decreased cell survival at very low concentrations; in particular, the treatment with 0.01 mg/mL after 3h from the treatment (Figure 2B). These results reflect the different sensitivity of MTS and clonogenic assays. The first is based on enzymatic activities detected either in viable and in senescent/dying cells, and the second on the retention, by only viable and healthy cells, of proliferation ability. The survival of A549 cells was similar at both time points after treatments, suggesting that this cell line did not recover proliferation ability during the post-treatment incubation. Results obtained by these assays showed that SM30 and AS30 NPs caused very similar levels of cytotoxicity in both treatment conditions, with the smaller SM30 NPs being slightly more effective.

### 3.3. Microarray Analysis: Differentially Expressed Genes

We analyzed the effects of Ludox^®^ SM30 and AS30 nanoparticles on gene transcription of A549 cells using microarray analysis. Gene expression profiles were performed on cells treated with NPs concentrated at dose of 0.02 mg/mL, which appeared to be a critical dose since it was non-cytotoxic according to the short-term MTS assay, but it markedly decreased the colony forming ability (Figure 2). Gene expression analysis was performed on cells treated both with SM30 and AS30 NPs and incubated for 3 h after treatment (short recovery time) and on cells treated with only AS30 NPs and incubated for 22 h after treatment (long recovery time), since their survival fraction was very similar to that of SM30 treated cells (Figure 2B).

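Agilent one-colour arrays of human transcripts were hybridised with RNA from A549 cells, an established line of human alveolar epithelial origin, and Ludox® NPs are colloidal particles of amorphous silica. The 18 arrays form 6 groups of 3 biological replicates, named A, B and C. These are cells treated with SM30 NPs for 2 h at 0.02 mg/mL and left to recover for 3 h, cells treated with AS30 NPs and left for 3 h, cells treated with AS30 NPs and left for 22 h, and a control group without NPs for each. The authors scanned the slides and deposited one file of Feature Extraction intensities per array, with the background-corrected signal and quality flags of each spot. The share of non-control spots that were positive and significant ranged from 66.0% to 83.7% over the 18 arrays, and no spot was saturated. The share well above background was 70.3%, 69.0% and 72.4% in the SM30 arrays A, B and C, and 68.5%, 69.9% and 65.5% in their controls. It was 67.1%, 63.2% and 62.5% in the AS30 arrays at 3 h and 61.7%, 61.9% and 52.4% in their controls, and 64.5%, 56.9% and 67.0% in the AS30 arrays at 22 h and 52.4%, 51.9% and 58.4% in theirs. The number of arrays per group limits the precision of each value.

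Following the methods, log2 signals were normalized between arrays by the quantile method and replicate spots were averaged. Spots marked as outliers by the scanner software were left out, a step that the methods do not name. The methods divide by the corresponding control sample, which was taken here to be the control array of the same letter. The 9 log2 ratios were fitted with limma as 3 classes that share one estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method over all probes tested, with 0.05 as the threshold. Choices that could change the numbers are the background correction, the between-array normalization, the handling of dim spots and the pairing of treated and control arrays by letter, since the letters mark separate cultures and the correlation of the deviations of same-letter arrays from their group means ranged from -0.09 to 0.48. The arrays lay on 5 slides. The SM30 arrays and their controls shared no slide with the AS30 sets. At 3 h the 3 AS30 arrays lay on 1 slide and their 3 controls on another, so that the division into treated and control cells also follows the slide there. SM30 arrays B and C lay on a slide without controls, and array A lay with the 3 controls. Slide thus follows the treatment in large part for SM30 too. SM30 control A was scanned on another day than the rest of its set. At 22 h the treated arrays shared a slide with control C alone. Probe positions are those of the deposited files, on human genome build hg18.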

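The 9 log2 ratios of treated over control cells were compared over the 23030 probes measured in every pair, with each probe centred on its mean. On the first component, the SM30 ratios A, B and C scored 13.6, 29.4 and 65.2. The AS30 ratios at 3 h scored -53.3, -68.5 and 13.6, and those at 22 h scored -20.2, -3.25 and 23.5. On the second component, the SM30 ratios scored 16.8, 25.1 and 36.7, the AS30 ratios at 3 h scored 25.4, 30.1 and -7.30, and the AS30 ratios at 22 h scored -43.9, -45.2 and -37.8. The root mean square difference between 2 ratios over the same probes had a median of 0.635 log2 units among the SM30 ratios, 0.679 among the AS30 ratios at 3 h and 0.599 among the AS30 ratios at 22 h. Between SM30 and AS30 at 3 h the median was 0.770, between SM30 and AS30 at 22 h it was 0.725, and between AS30 at 3 h and at 22 h it was 0.744. The medians between classes thus exceeded those within classes, but their ranges overlapped, with 0.470 to 0.799 among the AS30 ratios at 3 h against 0.527 to 0.944 between SM30 and AS30 at 3 h. A limma F-test over the 3 classes called 26 of 28085 probes at an adjusted p under 0.05. Without the C pair of AS30 at 3 h the F-test called 547 probes, and without the B or C pair of SM30 or the C pair of AS30 at 22 h it called 0, where limma gave 3999 to 4751 probes with an unadjusted p under 0.05.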

The Principal Components Analysis (PCA) results indicated that cell treatments and recovery times are different from each other with the SM30 treatment evidencing a most distinct expression profile than AS30 treatments (Figure 3A). The first three components of PCA account for 98.6% of the observed_variance. The first two components, that account for the 87% of the observed variance, separate cells into two groups corresponding to treatment with smaller (SM30) and bigger (AS30) NPs showing their different transcriptional response (Figure 3A). 

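In the log2 ratios of all probes measured in every pair, the first 2 components held 49.2% of the variance and the first 3 held 62.8%, with jackknife standard errors over the 9 ratios of 7.68 and 7.01 percentage points. Singly, the components held 29.6%, 19.6% and 13.6%. The scale of the ratios moved these shares most. With linear in place of log2 ratios, the first 2 components held 93.4% and the first 3 held 95.9%. On the first component of the log2 ratios, the A and B pairs of AS30 at 3 h lay apart from the 3 SM30 pairs, whereas the AS30 pair C lay at the same score as the SM30 pair A. The second component set that AS30 pair below the 3 SM30 pairs. From the separation along these components, the paper concludes that smaller and bigger NPs gave different transcriptional responses.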

The difference in size of SM30 and AS30, that accounts for a ~4-fold difference in surface area, allows a better discrimination between NP effects on transcriptional profile. In bacteria it has been observed that smaller nanoparticles have an easier time getting through the cell membrane than larger ones [46], therefore this could be an explanation for the differences in transcriptional responses we evidenced in human cells. Moreover, recovery time allows a different transcriptional behavior. Samples with a longer recovery time are completely separated from those with the shorter one (Figure 3A).

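The change after AS30 at 22 h was set against that at 3 h probe by probe, as the difference between the 2 classes of ratios. Of 28086 probes, 8 passed an adjusted p of 0.05 in limma, 4 with a higher ratio at 22 h and 4 with a lower ratio, and 4735 had an unadjusted p under 0.05. Among named genes, IFIT1 was higher at 22 h by 2.46 log2 units (standard error 0.27) and THBD by 1.72 (0.19), with an adjusted p of 0.047 and 0.049. SLC16A14, CLDN4, OR52A1 and RGR were also called, but in each at least 1 control group was not well above background on any array, and no size is given for them. With slide as a fixed block 6 probes were called and 0 of the 8 were among them, and the 18-array fit without pairing by letter called 69, with 2 of the 8. Some of the 8 probes are dim in at least 1 group, and after normexp background correction 2 of the 8 were still called, IFIT1 and THBD. Under 75th-percentile scaling none of the 8 was, with adjusted p of 0.058 to 0.076. Leaving out the C pair of AS30 at 3 h raised the count to 252, and the count was 0 without any 1 of the SM30 pairs, the A pair of AS30 at 3 h or the A or C pair at 22 h, where limma gave 3196 to 4541 probes with an unadjusted p under 0.05. Against their own controls, 1008 of 28155 probes were called at 22 h, 716 higher and 292 lower.

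Large rises at 22 h among probes measured in all 3 pairs were those of ALDOC (3.35 log2 units), LOC387763 (3.25), RAB33A (3.15) and ACSS2 (2.93). Among the falls, AQP3 (-2.06) was well above background on all 6 arrays, but its call was lost in 10 of 23 alternatives, with adjusted p from 0.0056 to 0.78. ITGAX among the rises and AK024147, AK000872, LGALS2 and BCL2L11 among the falls were called, but in each the dimmer group was not well above background on any array, and no size is given for them. Leaving out the A pair of AS30 at 22 h lowered the count of 1008 to 2.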

PCA analysis suggests the ability to identify gene marker useful in the discrimination of specific cell treatment and, therefore to monitor NPs effects. 

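The response to SM30 NPs was set against the response to AS30 NPs at 3 h as the difference between their log2 ratios, each taken over its own controls. With limma, 4 of 28595 probes passed an adjusted p of 0.05, all higher after SM30, and 4176 had an unadjusted p under 0.05. The 4 probes are those of PPM1F (3.56 log2 units, standard error 0.29, adjusted p = 0.020), BCR (2.44, 0.21, 0.020) and CCDC66 (3.13, 0.32, 0.042) and A_32_P32876, a probe with no gene name in the files (4.76, 0.44, 0.026). Other probes of the 3 genes, 8 in all, differed by -1.26 to 0.65 log2 units and none was called. Leaving out the B or C pair of SM30 or any 1 of the pairs of AS30 at 22 h gave 0 calls by the same test, with 2337 to 4348 probes at an unadjusted p under 0.05. The direction depends on the model. An 18-array fit of the 6 groups without pairing by letter called 14 probes, 12 higher after SM30 and 2 lower. Slide as a fixed block gave 8 higher and 11 lower, and slide as a random block 35 and 26. Of the 4 probes, 1 was called with slide as a fixed block, and all 4 in the other 2 fits. The largest move came from ratios over the mean of the 3 controls, a setting added after the values were seen, in which the spread of the controls does not enter the test, and which called 5462 probes.

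The ratios printed in Table S1 for the probes higher after SM30 equal, within 0.1%, the deposited signal of each treated array over the mean of its 3 controls in all 3792 values compared. Of the 474 probes on that sheet, 388 were kept by the filter on missing values and 385 had a tested difference. It was positive for 375 of them, with a median of 1.05 log2 units, and 243 had an unadjusted p under 0.05. The same-letter ratios called 4 of the 385, and ratios over the mean of the 3 controls called 328. The sheet was chosen by the study on the same arrays, so these counts are not independent evidence. The SM30 controls were lower than the AS30 controls for 70.4% of the listed probes, against 44.8% of all probes.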

Statistically significant up-regulated genes in the 2 + 3 h treatment with smaller NPs (SM30) in comparison with AS30 NPs (Supplemental Table S1) are mainly involved in the program of the cell death and apoptosis, regulation of transcription and in inflammatory response (Table 3 and Supplemental Table S2). 

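Table S2 lists 16 genes under cytoplasmic membrane-bounded vesicle, and 15 of them were measured. The study chose them on these arrays, so that the direction of their change is a description. The ratio to controls was higher after AS30 than after SM30 at 3 h for 14 of the 15, all but COPE. The median log2 ratio was 0.58 after AS30, with 13 of 15 genes above 0, and -0.40 after SM30, with 2 of 15 above 0. Against controls, limma called 1 of these genes higher after AS30 over all probes tested and 5 adjusted over the list alone, and it called 2 lower after SM30 in both. The difference between the responses had a median of -1.0 log2 units. None of the probes that limma called between the 2 responses by same-letter ratios was higher after AS30 than after SM30, against 11 with slide as a fixed block and 26 as a random block. Adjusted over the list alone, 4 of the 15 genes were called, which is not independent evidence because of how the list was made. At 22 h the median ratio of the 15 genes to their controls was -0.29.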

Genes up-regulated in response to bigger Ludox^®^ NPs (AS30) did not show such impact on cell inflammatory response but mainly on vesicle transport (Supplemental Table S2). In fact, altered transcripts enriched for the inflammatory response show a peculiar decreasing expression from cells treated with smaller NPs to the bigger ones (Figure 3B).

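Of the 12 genes that Table S2 lists under inflammatory response, 9 were measured at 3 h. The mean log2 ratio to controls was higher after SM30 than after AS30 for 9 of the 9. It lay above 0 for 9 of 9 after SM30, with a median of 1.25, and for 6 of 9 after AS30, with a median of 0.43. That AS30 median is the value of TNF, whose AS30 controls were not well above background, so its size is not resolved. TNFAIP6 rose most after SM30, by 2.27 log2 units (standard error 0.21, adjusted p = 0.0041 from limma), and PTX3 least, by 0.54 (0.31, 0.32), while PTX3 fell by 0.67 after AS30. Over all probes tested, 5 of the 9 genes were called higher after SM30 and 0 after AS30, where 2 were called adjusted over the list alone against 8 after SM30. For the difference between the responses, 0 of the 9 were called over all probes and 3 adjusted over the list alone. The median difference was 0.83 log2 units. Where an alternative changed the number of genes measured, the order held for 8 of 8 genes detected on all 18 arrays, for 10 of 11 with no filter on dim probes and for 11 of 11 in the authors' deposited expression table. It held for 9 of 9 under 75th-percentile scaling, normexp background correction and the other choices of spots and probes, over the mean of the 3 controls and with each pair of arrays left out, and was not computed with slide as a block or in the fit without pairing by letter. The study selected the list on the same arrays, so neither the order nor the counts over the list alone are independent evidence. Of the genes listed under regulation of apoptosis, 23 of the 27 measured had a higher ratio after SM30 than after AS30, with medians of 1.17 and 0.38.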

Considering that gene transcription was more altered following SM30 treatment we focused on such conditions to identify master regulator genes. 

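After SM30, limma called 2146 of 28664 probes (7.49%) against controls at an adjusted p under 0.05, 1248 higher and 898 lower. After AS30 at 3 h it called 720 of 28596 (2.52%), 430 higher and 290 lower. The numbers with an unadjusted p under 0.05 lay closer together, at 7207 and 6964, and so did the median sizes of the log2 change over all probes, at 0.25 and 0.26. The difference in counts was not itself tested. Of the 2146 probes called after SM30, 1932 (90.1%) changed in the same direction after AS30, and 430 were called in both, 423 of them in the same direction. Over 28595 probes the 2 responses, each over controls of its own, correlated with a Pearson r of 0.298 across probes, which are not independent replicates. The counts depended on the treatment of the controls, on how slide was fitted and on single pairs. With slide as a fixed block the SM30 change rests on treated array A alone. The AS30 change there links its slides through the 22 h controls A and B. Calls lost in that fit are therefore no clear sign of a slide effect. Ratios over the mean of the 3 controls, a setting added after the values were seen, called 9459 probes after SM30 and 10002 after AS30. With slide as a fixed block the counts were 323 and 28, and with each pair left out in turn they ranged from 289 to 2721 after SM30 and from 81 to 3060 after AS30. The order of the counts is thus reversed by the mean of the controls, and also with slide as a random block, at 3068 after SM30 and 3884 after AS30, and without the C pair of AS30, at 2721 and 3060.

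Among probes called and measured in all 3 pairs, the largest rises after SM30 beside MMP1 were those of LOC387763 (5.64 log2 units), CABP7 (5.41), THC2609820 (5.17) and CD86 (4.91), and the largest falls those of THC2766373 (-2.95), EDN2 (-2.76), SKIDA1 (-2.71), BC032716 (-2.68) and THC2632909 (-2.51). The fall of BC032716 rests on the B pair, with ratios of -1.44, -5.35 and -1.23, and its call was lost in 16 of 23 alternatives, with adjusted p from 0.014 to 0.56. After AS30 the rises included those of LOC387763 (5.35) and STC1 (3.10), and of THC2544236 and AA969200, for which no size is given because their controls were not well above background, and the falls included those of ADTRP (-2.56), SLC25A40 (-2.50), FOXA3 (-2.45) and CNGB1 (-2.44), the last with its call lost in 10 of 23 alternatives (adjusted p 9.0e-04 to 0.58). From the stronger alteration after SM30, the paper reasons that master regulators are to be looked for in that condition.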

We analyzed the interaction network composed by genes up-regulated after SM30 treatment (Supplemental Table S1). The resulting network appears complex (643 nodes and 2193 edges) (Supplemental Table S3 and Supplemental Figure S1) and hard to interpret. To gain insight into the network structure various topological parameters were calculated (Table 4); in fact, network statistics can be used as descriptive statistics for networks [42].

**Figure 3:**
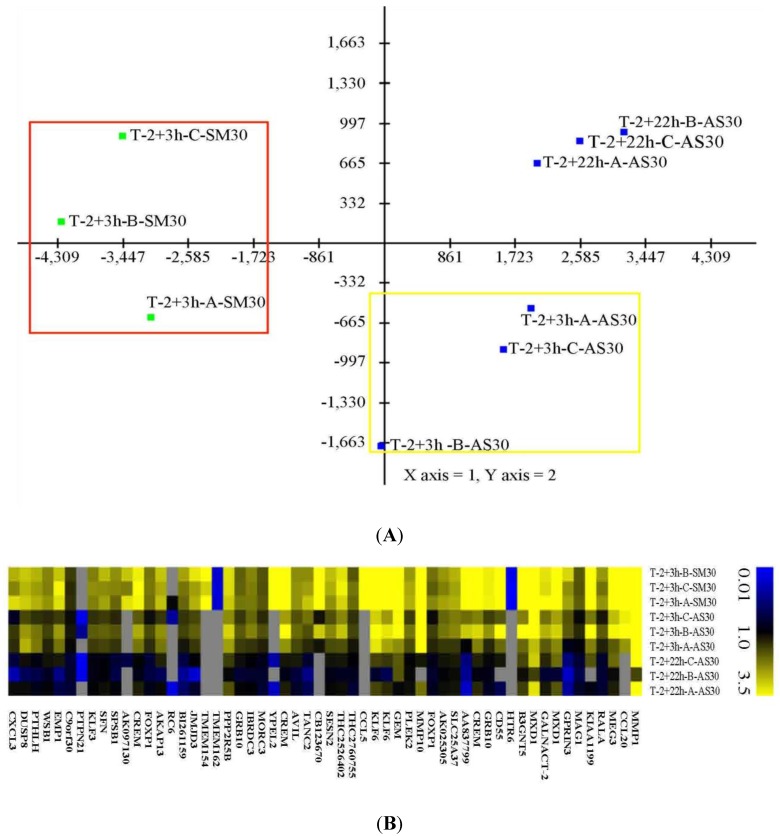
Microarray data analysis in A549 cells treated with SM30 and AS30 NPs. (**A**) Cell treatments and recovery times appear different from each other (green: SM30 NPs and blue: AS30 NPs). The red rectangle identifies the group of cells treated with smaller NPs (SM30) while the yellow one identifies the group of cells treated for the same time with bigger NPs (AS30). (**B**) Heat map of differentially expressed genes showing a decreased expression from SM30 treated cells to AS30 treated cells. Most of genes are involved in inflammatory response processes. T = Treated; 2 + 3 h and 2 + 22 h (2 h of treatment in serum-free medium containing 0.02 mg/mL NPs followed by 3 or 22 h of recovery time in complete medium). A, B, C indicates biological replicates.

**Table 3:** GO terms of biological process significantly affected by SM30 NPs in A549 cells. Count = number of differentially expressed genes identified within each category.

GO.ID	Term	Count	*p* Value
GO:0042981	Regulation of apoptosis	29	2.9 × 10^−6^
GO:0043067	Regulation of cell death	29	3.5 × 10^−6^
GO:0006357	Regulation of transcription from RNA polymerase II promoter	25	3.8 × 10^−5^
GO:0006954	Inflammatory response	12	0.00436
GO:0009611	Response to wounding	16	0.00507
GO:0006952	Defense response	16	0.01816

**Table 4:** Summary of the principal topological parameters estimated for the network sustained by up-regulated genes in cells treated with SM30 NPs.

Topological Parameters	SM30 Network
Average clustering coefficient	0.651
Connected components	32
Avg. number of neighbors	6.278
Network radius	1
Network diameter	11
Network centralization	0.065
Network density	0.009
Network heterogeneity	0.997

According to centralization parameter the network appears decentralized (value for centralized network have to be close to 1). The network heterogeneity distribution has been the focus of considerable research in recent years revealing that biological networks tend to be very heterogeneous with the majority of nodes that tend to have very few connections [42]. This is in accordance with our results (network heterogeneity close to 1), with the number of connected components, diameter and the small number of neighborhood genes. Connected components indicates the connectivity of a network; a lower number of connected components suggests a stronger connectivity [47], while the network produced with the Agilent meta-search tool not presented a small number of connected components. It is important to identify highly connected “hub” genes/nodes because they play an important role in organizing the behavior of biological networks [48]. The degree of a node is the number of edges connected to the node and allows identifying hubs. In general, hub genes are master regulators and play important roles in the biology of the cell [49,50]. In the network, we define as hub nodes presenting a degree higher the nodes average degree (average degree = 19). 4.82% of the nodes have a degree higher than average (31 nodes with degree > 19 *vs.* 643 nodes; Supplemental Figure S1).

To resolve the function of “hub” genes we constructed a subnetwork containing hub interactions (Figure 4). 45% of most interconnected nodes (degree higher then 20) (Figure 4) were identified as up-regulated in cells treated with SM30. This result could sustain their importance in the processes activated by SM30 treatment. As evidenced in the Figure 4 a considerable number of hub genes are involved in inflammatory processes through the production of citokines. *Matrix metallopeptidase 1* (*MMP1*) is the gene most up-regulated in cells treated with SM30 NPs (133-fold against controls). Such strong gene activation was not seen in other conditions (Supplemental Table S1). 

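MMP1 was measured by the probe for NM_002421, at 102165907 to 102165966 of chromosome 11. The log2 ratio of SM30-treated over control cells was 7.45, 7.03 and 6.81 in the pairs A, B and C. Their mean was 7.09 (standard error 0.38, adjusted p = 0.00088 from limma), or 137-fold, and the mean of the 3 folds was 139 ± 32.2 (SD, n = 3). It was the largest rise among all 28664 probes tested. The signal was well above background on all 3 arrays of both groups. Normexp background correction, which adds an offset that shrinks the ratios of dim probes, moved the value most and gave 10.5-fold. MMP1 was called under each of the 21 alternatives run for its probe, with adjusted p of 2.6e-04 to 0.016. These do not include slide as a fixed block, which needs a value on every array. GAPDH, which served as the reference in the qRT-PCR, changed by -0.03 (0.12, 0.90).

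**Figure D1:**
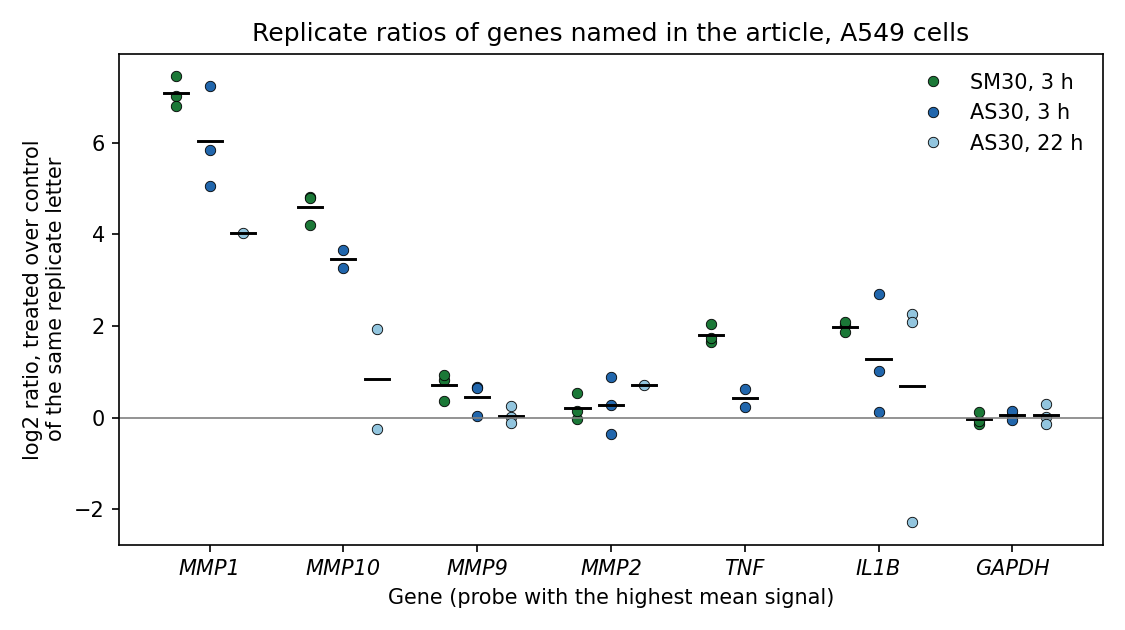
Log2 ratio of treated over control A549 cells of the same replicate letter (vertical axis) for genes of the text (horizontal axis), after SM30 at 3 h (green), AS30 at 3 h (blue) and AS30 at 22 h (light blue). Each point is 1 pair of arrays, missing where a spot was not positive and significant, and the black bars are means. The 3 SM30 points of MMP1 lie between 6.81 and 7.45, and those of GAPDH near 0.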

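After AS30 at 3 h, the log2 ratio of MMP1 was 5.05, 5.84 and 7.24 in the pairs A, B and C, with a mean of 6.04 (standard error 0.38, adjusted p = 0.0049 from limma), or 65.9-fold. It ranked second among the rises in that condition, and first among probes measured in all 3 pairs. The call was lost in a fit of the AS30 pairs alone, and the adjusted p over all alternatives ranged from 7.8e-04 to 0.25. The response to SM30 exceeded that to AS30 by 1.05 log2 units, which was not past the threshold (adjusted p = 0.42). At 22 h the probe was well above background on all 3 AS30 arrays and on 0 of the 3 control arrays. A single pair, C, gave a ratio there, a log2 value of 4.04 or 16.4-fold. Under normexp background correction the rise was 2.46-fold. The change from 3 h to 22 h after AS30, -2.01 log2 units over the measured ratios, was not past the threshold (adjusted p = 0.27). In Table S1 the paper's mean ratios for MMP1 are 61.47 after AS30 at 3 h and 15.53 at 22 h.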

*MMP1* is a hub component of the network describing gene interaction between most up-regulated genes following the A549 cells treatment with SM30 NPs (Figure 4). Matrix metalloproteinases play critical roles in inflammation, tissue remodelling and carcinogenesis of pulmonary tissue contacted by air pollutants [51]. The induction of the expression of *MMP1* by SM30 NPs and its hub position in the network can sustain the hypothesis that it could be involved in the health effects of NPs. Also diesel exhaust particles induce *MMP1* expression in A549 cells [52]. 

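MMP10 was measured by the probe for NM_002425, which lies beside that of MMP1 at 102146615 to 102146674 of chromosome 11. In SM30-treated over control cells its log2 ratio was 4.19, 4.82 and 4.79 in the pairs A, B and C, with a mean of 4.60 (standard error 0.39, adjusted p = 0.0028 from limma). This is 24.3-fold, and the 3 folds had an SD of 5.58. It ranked 10th among all rises after SM30. The probe was well above background on all 3 SM30 arrays and on 2 of the 3 control arrays. With normexp background correction the rise was 2.62-fold. The call stood under each of the 21 alternatives run for this probe, which do not include slide as a fixed block. For AS30 at 3 h, 2 pairs gave a ratio, with a mean of 3.46 (0.47, 0.027), and the call was lost in 6 of 21 alternatives, 5 of them with a pair of SM30 or AS30 left out, with adjusted p of up to 0.25. After AS30 at 22 h, 2 pairs gave 0.85 (adjusted p = 0.34). The difference between the SM30 and AS30 responses, 1.15 log2 units, was not past the threshold (adjusted p = 0.44).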

Another up-regulated gene in cells treated with SM30 NPs is *matrix metallopeptidase 10* (*MMP10*) (23.9-fold against controls) that was also altered by TiO_2_ 7 nm NPs [20]. The degree of *MMP10* in the network we constructed was 10 (Supplemental Figure S1). As mentioned before the identification of differentially expressed genes is a challenging approach influenced by the statistical tests adopted and on the threshold used to declare a gene significant [28]. To overcome this drawback and better understand functional effects driven by NPs we chose to perform a genome wide analysis based on gene sets. Using *a priori* biological information allows the analysis of pathways taking advantage of the ability to monitor the expression of all genes in the pathway and evidencing concurrent modifications. This approach avoids the simple expression match of small number of differential expressed genes in the pathways lacking the information about homogeneous gene expression variations.

**Figure 4:**
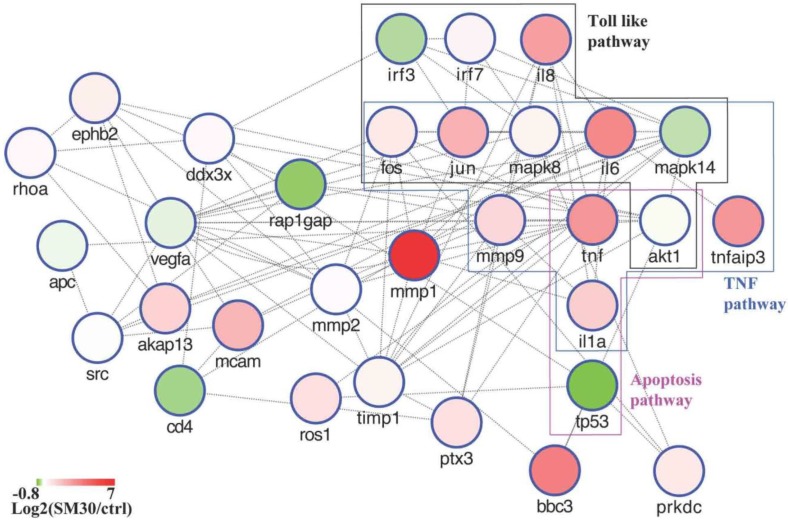
Regulatory network reconstructed using literature information for nodes with degree higher than 20. Nodes of the network are colored according to their expression in cells treated with SM30 while node border is colored according to node degree (blue is for degree higher than 20).

### 3.4. Supervised Approach: Pathway Analysis

The pathway analysis approach evaluates gene expression profiles among related genes, looking for coordinated changes in their expression levels. Several implementations of pathway analysis are now available [29]. Here, we used the Reactome and KEGG databases [53,54] to identify gene pathways that are altered in cells treated with SM30 NPs (Table 5).

**Table 5:** Summary of GSEA analysis based on the Reactome database. Set size refers to the dimension of the pathway, and NTK (Normalized *T*-test of the kth gene set) is the observed value of the statistic as defined in the Graphite web tool. Negative NTK values indicate pathways inhibited in treated cells while positive values indicate pathways activated in treated cells.

Pathway	Set Size	NTk Stat	NTk *q*-Value
Activation of ATR in response to replication stress	33	−5.89	0
G2/M Checkpoints	37	−5.31	0
CDC6 association with the ORC: origin complex	10	−4.94	0
Activation of the pre-replicative complex	28	−4.87	0
E2F mediated regulation of DNA replication	30	−4.76	0
M Phase	96	−3.67	0
Association of licensing factors with the pre-replicative complex	14	−3.09	0.012315271
G1/S-Specific Transcription	17	−2.65	0.031397174
Synthesis of glycosylphosphatidylinositol (GPI)	15	−2.51	0.036945813
DCC mediated attractive signaling	11	2.37	0.048701299
Regulation of Complement cascade	10	2.41	0.044994376
Activation of Matrix Metalloproteinases	21	2.41	0.044994376
Acyl chain remodelling of PE	13	2.58	0.035714286
Activation of BH3-only proteins	16	2.58	0.035714286
Signaling by Robo receptor	24	2.65	0.031397174
Nucleotide-binding domain, leucine rich repeat containing receptor (NLR) signaling pathways	44	2.65	0.031397174
p38MAPK events	12	2.65	0.031397174
Acyl chain remodelling of PC	14	2.75	0.027472527
Chemokine receptors bind chemokines	27	2.88	0.020120724
GAB1 signalosome	71	2.88	0.020120724
Antigen Activates B Cell Receptor Leading to Generation of Second Messengers	18	3.09	0.012315271
Translocation of GLUT4 to the Plasma Membrane	47	3.09	0.012315271
Signalling to RAS	28	3.09	0.012315271
Cell junction organization	66	3.09	0.012315271
O-linked glycosylation of mucins	44	3.2	0
Interleukin-2 signaling	38	3.53	0
Signalling to ERKs	34	3.59	0
Downstream signal transduction	120	3.9	0
Glycerophospholipid biosynthesis	68	4.21	0
Cell-Cell communication	101	4.23	0
Signaling by ERBB4	106	4.45	0
TRAF6 Mediated Induction of proinflammatory cytokines	64	4.47	0
MyD88 cascade initiated on plasma membrane	73	4.56	0
Toll Like Receptor 10 (TLR10) Cascade	73	4.56	0
Toll Like Receptor 5 (TLR5) Cascade	73	4.56	0
TRAF6 mediated induction of NFkB and MAP kinases upon TLR7/8 or 9 activation	73	4.62	0
NFkB and MAP kinases activation mediated by TLR4 signaling repertoire	71	4.71	0
MyD88-independent cascade	76	4.71	0
Toll Like Receptor 3 (TLR3) Cascade	76	4.71	0
MyD88 dependent cascade initiated on endosome	74	4.72	0
Toll Like Receptor 7/8 (TLR7/8) Cascade	74	4.72	0
Toll Like Receptor 4 (TLR4) Cascade	92	4.76	0
Toll Receptor Cascades	105	4.79	0
Signaling by SCF-KIT	106	4.8	0
Activated TLR4 signalling	88	5.09	0
MyD88:Mal cascade initiated on plasma membrane	78	5.1	0
Toll Like Receptor 2 (TLR2) Cascade	78	5.1	0
Toll Like Receptor TLR1:TLR2 Cascade	78	5.1	0
Toll Like Receptor TLR6:TLR2 Cascade	78	5.1	0
Signaling by Interleukins	91	5.1	0

The most significantly inhibited pathways are the “Activation of ATR in response to replication stress”, “G2/M checkpoints”, together with other pathways involved in DNA replication and cell cycle.

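The G2/M checkpoints pathway was tested with the genes that Table S6 lists for it, using camera, a competitive set test of limma, with its preset inter-gene correlation of 0.01. Of 37 genes, 36 were measured. After SM30 30 of the 36 were lower than in controls, with a mean log2 change of -0.33 and a median of -0.42 (adjusted p = 2.6e-04 over 9 pathways). Singly, 8 genes were called lower and 1 higher over all probes, and 12 were called adjusted over the list alone. The deepest fall was that of CDC25A, -1.0 (standard error 0.14, adjusted p = 0.0068), and WEE1 rose by 0.67 (0.11, 0.010). AS30 at 3 h gave a like change, with 30 of 36 lower, a mean of -0.32 and a median of -0.39 (camera adjusted p = 1.3e-06), and CDC6 fell most, by 0.68. The difference between the responses was not past the threshold (mean -0.01, median 0.02, adjusted p = 0.58). Under fry, a self-contained test, the AS30 call held (adjusted p = 0.046) and the SM30 call did not (0.071). Neither held when the correlation between genes was estimated from the arrays. Over the alternatives, the SM30 adjusted p ranged from 1.5e-05 to 0.53 and that of AS30 from 8.8e-08 to 0.39. Of the lists of cell cycle genes fixed beforehand, mitosis genes had mean changes of -0.44 after SM30 and -0.41 after AS30, and S phase genes of -0.37 and -0.34, all called by camera. Fry kept those of the S phase genes and not those of the mitosis genes.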

The kinase ATR is an essential regulator of genome integrity [55] and cells having a defective G2-M checkpoint enter in mitosis with unrepaired DNA, leading to death after cell division [56]. The inhibition of these pathways suggests that cells exposed to NPs activate a program of cell growth arrest and apoptosis induction [57,58] in accordance with the inhibition of cell proliferation induced by silica NPs [59]. Pathway enrichment analysis using the KEGG database evidenced that most of the genes describing apoptotic process were altered (Figure 5 and Supplemental Table S4).

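Table S4 names 32 genes of the apoptosis pathway as altered after SM30, and 30 of them were measured. The study chose them on these arrays. Over all probes tested, limma called 2 of them higher and 2 lower than in controls, and 5 were called adjusted over the list alone, which is not independent evidence. The log2 ratio lay above 0 for 18 of the 30, with a median of 0.07. The deepest fall was that of MAP3K14, by 1.00 log2 units (standard error 0.15, adjusted p = 0.0088), and the largest rise was that of IL1B, which was not past the threshold. In AS30-treated cells at 3 h, 21 of the 30 lay above 0, with a median of 0.10, and 1 was called higher and 1 lower over all probes.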

These finding are in accordance with the activation of the apoptotic program in A549 cells treated with SM30 NPs assessed through the Annexin V–FITC/propidium iodide double staining followed by flow cytometry analysis [33]. The assay shows the early activation of apoptotic processes (Annexin V staining) with the fraction of apoptotic cells that, after 3 h from treatment, reached 9%–11% (Figure 6).

**Figure 5:**
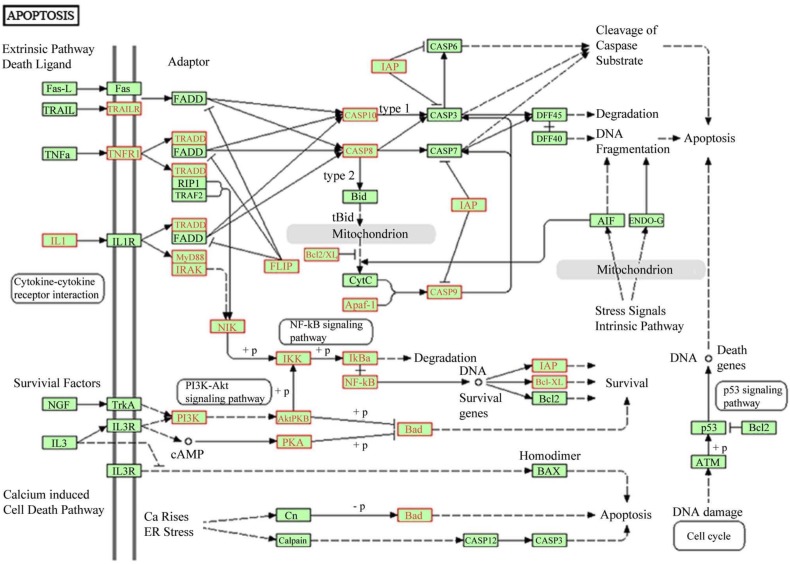
Scheme of apoptosis pathway according to KEGG database. In red are indicated genes altered after the treatment of A549 cells with SM30 NPs. According to Graphite web tool 32.5% of genes of the pathway were up-regulated after cell treatment (Supplemental Table S5).

**Figure 6:**
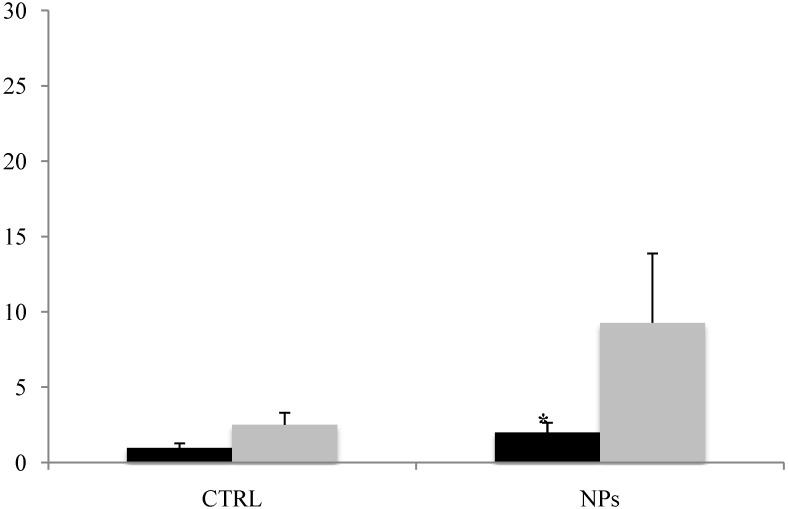
Apoptosis induction in cells treated with Ludox^®^ SM30 (0.04 mg/mL) for 2 h in serum-free medium, followed by a recovery of 3 h. After the recovery, the cells were double-stained with Annexin V-FITC/propidium iodide and analyzed by flow cytometry to detect cells in the early (black bars) or in the late stage (grey bars) of apoptosis.

To confirm the activation of apoptotic pathway the expression of *TNF*, *IL1b* and *ATM* genes was tested by qRT-PCR (Figure 7). *ATM* is a central controller of genomic stability that phosphorylates downstream targets involved in cell cycle arrest, DNA repair and apoptosis. 

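ATM has 3 probes on the array, of which 2 were kept by the filter. The brighter, for NM_000051 at 107664947 to 107665006 of chromosome 11, was well above background on 1 of the 3 arrays of SM30-treated cells and on 0 of the 3 controls, so that the array does not resolve a change. The log2 ratio was measured in 2 pairs with opposite signs, -0.22 in A and 0.65 in C, with a mean of 0.21 (standard error 0.65, adjusted p = 0.87 from limma). Under the alternatives it ranged from -0.22 to 0.65, the values of those pairs taken singly, and was not called. The second probe gave 0.09 (adjusted p = 0.88).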

From microarray data *ATM* gene resulted slightly induced (1.3-fold) after exposure of A549 cells to SM30 NPs, and qRT-PCR confirmed a significant 1.5-fold induction *vs.* control cells (Figure 7). 

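The brighter of the 2 probes for TNF, for NM_000594 at 31653816 to 31653875 of chromosome 6, had log2 ratios of 2.03, 1.64 and 1.75 in the SM30 pairs A, B and C, with a mean of 1.81 (standard error 0.15, adjusted p = 0.0051 from limma), or 3.50-fold. It was well above background on 1 of the 3 control arrays. With spots kept that were not positive and significant the call was lost, and the adjusted p over all alternatives ranged from 8.3e-04 to 0.057. The other TNF probe changed by 0.06 (adjusted p = 0.86), so the 2 probes disagree. After AS30 at 3 h the brighter probe was well above background on 3 of 3 treated arrays and on 0 of 3 controls, so the size of a change is not resolved. The 2 pairs with a measured ratio, A and B, gave 0.23 and 0.63 log2 units, with a mean of 0.43 (adjusted p = 0.23). Pair C gave no ratio, with background-corrected signals of 48.4 in treated and 7.05 in control cells. The difference between the responses, 1.38 log2 units, rests on the A and B pairs of AS30 and was not past the threshold (adjusted p = 0.21).

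IL1B was measured by the probe for NM_000576 at 113303900 to 113303959 of chromosome 2. Its log2 ratios after SM30 were 2.02, 2.08 and 1.86, with a mean of 1.99 (standard error 0.81, adjusted p = 0.17 from limma). Every pair showed the rise, 3.97-fold in the mean, but the shared estimate of the spread was wide, since the AS30 ratios at 22 h were 2.27, -2.28 and 2.08 (SD 2.58) and those at 3 h were 0.11, 1.03 and 2.69 (SD 1.31). In a fit of the SM30 pairs alone the adjusted p was 0.012, the lowest of a range from 0.012 to 0.62 over the alternatives. IL1B was also called with normexp background correction and without the B pair of AS30 at 22 h. Its mean change after AS30 at 3 h was 1.28 (adjusted p = 0.36).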

*TNF* and *IL1b* genes, two initiators of the apoptotic process, showed a significant up-regulation in SM30 treated cells (Figure 7). The microarray data from gene expression profiling were validated by qRT-PCR experiments also for *MMP1* and *MMP10* genes, whose expression level was significantly induced following NP treatment (Figure 7).

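A list of 41 genes of the Toll-like receptor pathway, of which 33 were measured, rose after SM30 with a mean log2 change of 0.26 and a median of 0.20, and 23 of the 33 lay above 0 (camera adjusted p = 8.3e-04 over 11 lists). Singly, 5 genes were called higher over all probes and 10 adjusted over the list alone. IRAK2 rose most, by 1.90 log2 units (standard error 0.16, adjusted p = 0.0028 from limma), and MAPK14 fell by 0.41 (0.12, 0.073). AS30 gave means of 0.17 at 3 h (camera adjusted p = 0.029) and 0.28 at 22 h (0.028). The SM30 response was not distinguished from the AS30 response at 3 h, with a mean difference of 0.09 (0.32). Targets of NF-kB, a list of 28 genes with 26 measured, rose by a mean of 1.16 after SM30 (camera adjusted p = 2.5e-13), with 24 of 26 above 0, 13 called over all probes and 18 adjusted over the list alone. After AS30 their mean was 0.42 at 3 h (0.013) and 0.37 at 22 h (0.014). Over the 11 lists, fry kept 6 of the 8 lists that camera called after SM30, both of these included, and 6 of the 9 called after AS30 at 3 h, the Toll-like receptor list included and NF-kB targets not. It kept none of the 4 called at 22 h. With an estimated correlation camera called none of these lists. Interleukin lists were not analysed here.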

Through GSEA pathway analysis we evidenced that many immune-related pathways were significantly altered following NP exposure, such as those of toll like receptor signaling and interleukin signaling. In addition, the activation of the matrix metalloproteinases pathway evidenced the importance of these proteins in the cell response to Ludox^®^ NPs [51]. 

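Of the 27 genes of the matrix metalloproteinase family and its inhibitors on a list fixed beforehand, 17 were measured after SM30. Their mean log2 change was 0.76 and their median 0.22, with 10 of 17 above 0. Over all probes 4 were called, all higher, and 7 were called adjusted over the list alone. Camera placed the list just past the threshold (adjusted p = 0.049), and 13 of 23 alternatives did not. The adjusted p reached 0.86 under fry, and the mean ranged from -0.01 to 0.91. Fry and camera with an estimated correlation used only genes with a ratio in every pair, which leaves out MMP1 and MMP10. Their results are thus for a reduced list without these leading genes. The lowest member was MMP24, at -1.30 (standard error 0.39, adjusted p = 0.091 from limma). Of the genes measured after AS30 at 3 h, 15 of 16 lay above 0, with a mean of 0.97 and a median of 0.39 (camera adjusted p = 4.5e-04, fry 0.049). At 22 h the mean was 0.35 (0.19). The responses to SM30 and AS30 were not distinguished for this list (mean difference -0.14, adjusted p = 0.79).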

Gene-by-gene approach allowed the identification of *MMP1* and *MMP10* as marker genes of NP exposure (Figure 4 and Figure 7). In addition to *MMP1* and *MMP10*, other matrix metalloproteinases are activated by SM30 treatment, such as *MMP9* and *MMP2* (Figure 4). 

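The MMP9 probe, for NM_004994 at 44078528 to 44078587 of chromosome 20, had log2 ratios of 0.82, 0.94 and 0.36 in the SM30 pairs A, B and C. The mean was 0.71 (standard error 0.17, adjusted p = 0.041 from limma), or 1.63-fold. The call was lost in 10 of 23 alternatives, among them each of the 3 SM30 pairs left out in turn, slide as a fixed block and the authors' deposited expression table in place of the scanner files, with adjusted p from 0.0021 to 0.72. After AS30 the change was 0.45 at 3 h (adjusted p = 0.15) and 0.05 at 22 h (0.90). The MMP2 probe, for NM_004530 at 54096763 to 54096822 of chromosome 16, had ratios of 0.54, -0.02 and 0.15 after SM30, with a mean of 0.22 (0.24, 0.63). It was well above background on 2 of 3 arrays of each group and was called under none of the 20 alternatives run for it, with adjusted p of 0.35 to 0.94. After AS30 at 3 h and 22 h the MMP2 controls were not well above background, and the pairs at 3 h gave -0.36, 0.90 and 0.28 log2 units, which do not share a direction.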

*MMP9* is induced by different metal and non-metal NPs [60,61,62] via oxidative signaling [63] through *fra-1*, a heterodimeric partner of *AP-1*, which binds to and activates the *MMP-9* promoter [64] or via toll like receptors [65]. This activation way appears to be the preferential one for lung cells treated with silica NPs; in fact, most of activated pathway in treated cells are involved in the toll-like receptor/MyD88 cascade (Table 5). Increasing *in vitro* approaches evidence the involvement of *MMP-9* in the apoptosis phenomena [66] through precise degradation of ECM proteins (e.g., laminin, fibronectin, vitronectin).

**Figure 7:**
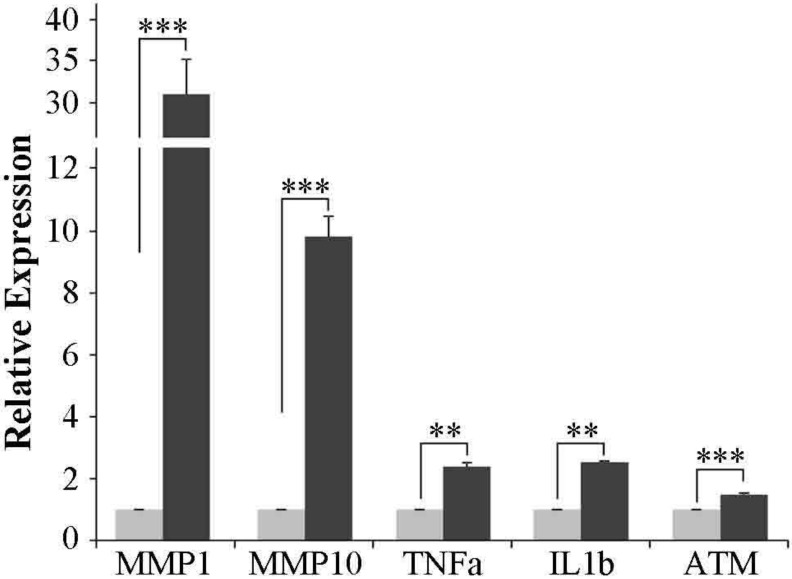
Microarray data validation by qRT-PCR in A549 cells treated with SM30 NPs. Values (fold change) are means ± S.D. of independent experiments performed in triplicate. The value “1” of control cells (light grey bars) is arbitrarily given when no change is observed.

Gene set enrichment analysis does not take in account pathway topological information, which is essential to infer a more robust pathway activity. If transcript abundance ratios are altered, we expect a significant alteration not only of their mean expression levels, but also of the strength of their connections, resulting in pathways with completely corrupted functionality. Through CLIPPER analysis [44] we evidenced that apoptosis is a fundamental process activated by SM30 NPs (Supplemental Table S6). 

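Table S6 lists 126 genes for apoptosis and 16 for the activation of BH3-only proteins. For apoptosis, 125 genes were measured, and after SM30 their mean log2 change was 0.06 and their median 0.03, with 70 of 125 above 0 (camera adjusted p = 0.12 over 9 pathways, and 0.045 to 0.61 over the alternatives). Singly, limma called 5 genes higher and 1 lower over all probes, and 5 in all adjusted over the list alone. The largest rise was that of BMF, a BH3-only protein, by 2.36 log2 units (standard error 0.43, adjusted p = 0.017), and the deepest fall was that of LMNB1, by 1.20 (0.36, 0.081). BMF also rose after AS30, by 2.74 at 3 h (adjusted p = 0.022) and 2.50 at 22 h (0.026). For the BH3-only proteins, 16 of 16 genes were measured, with a mean of 0.20, a median of 0.08 and 10 above 0 (camera adjusted p = 0.23), and 2 were called higher over all probes and 3 adjusted over the list alone. The study drew the pathways of Table S6 from the same arrays. Camera compares a pathway with all other genes and takes no account of its topology, which the CLIPPER analysis of the study uses.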

The activation of BH3-only proteins of the Bcl-2 protein family are essential for programmed cell death and are required for apoptosis induced by cytotoxic stimuli. These proteins have evolved to recognize distinct forms of cell stress. In response, they unleash the apoptotic cascade by inactivating the protective function of the pro-survival members of the Bcl-2 family and by activating the Bax/Bak-like pro-apoptotic family members [67].

## 4. Conclusions

In this work we applied a gene-by-gene and gene set analysis approaches to identify marker genes involved in the toxicity induced by Ludox^®^ silica NPs in human alveolar epithelial A549 cells. In both cases, we evidenced that 9-nm (SM30) *vs.* 18-nm (AS30) NPs give rise to a distinct gene expression profile and, the smaller the particles, the higher the effects on inflammatory and apoptotic cell responses. *MMP1* is the most up-regulated gene in cells treated with smaller NPs (SM30) and represents a master regulator of the constructed network. In addition, other matrix metalloproteinases genes such as *MMP10* and *MMP9*, and genes involved in the activation of apoptotic program (*TNFa*, *IL1b* and *ATM*) were up-regulated in response to SM30 treatment. Our results demonstrate the feasibility and usefulness of combining gene-by-gene and pathway analysis approaches in identifying new candidate genes whose expression is associated with specific experimental conditions. In particular, our results evidenced distinct transcriptional alterations in relation to different sized NPs at a dose of exposure which, according to our results of MTS assay, is non-cytotoxic and not able to discriminate between the two types of NPs. The data currently available are not enough to draw any conclusion about how the doses used in the present study may compare to possible real life exposures, for which data on concentrations and the form of NPs that are released into the environment are lacking. The NP concentrations indicated in the guidelines for occupational exposure [68] are lower than the dose used in the present study to assess gene expression changes. However, our data can be informative as well for the bioaccumulation occurring after exposure to Ludox^®^ silica nanoparticles.

## Supplementary Files

Supplementary File 1

# Supplementary material for: Altered Gene Transcription in Human Cells Treated with Ludox® Silica Nanoparticles
**Source:** Int J Environ Res Public Health. 2014 Aug 28;11(9):8867–90. doi: 10.3390/ijerph110908867
**Supplement:** Supplementary File 1

# Altered Gene Transcription in Human Cells Treated with Ludox® Silica Nanoparticles

**Figure S1.** Regulatory network reconstructed using literature information. Edges of the network are colored according to their expression in cells treated with SM30 (grey indicates that that gene is not differentially expressed) while node border color represents its degree (blue is for degree higher than 16). Nodes are cluster according to their degree indicated on rectangles on the right.

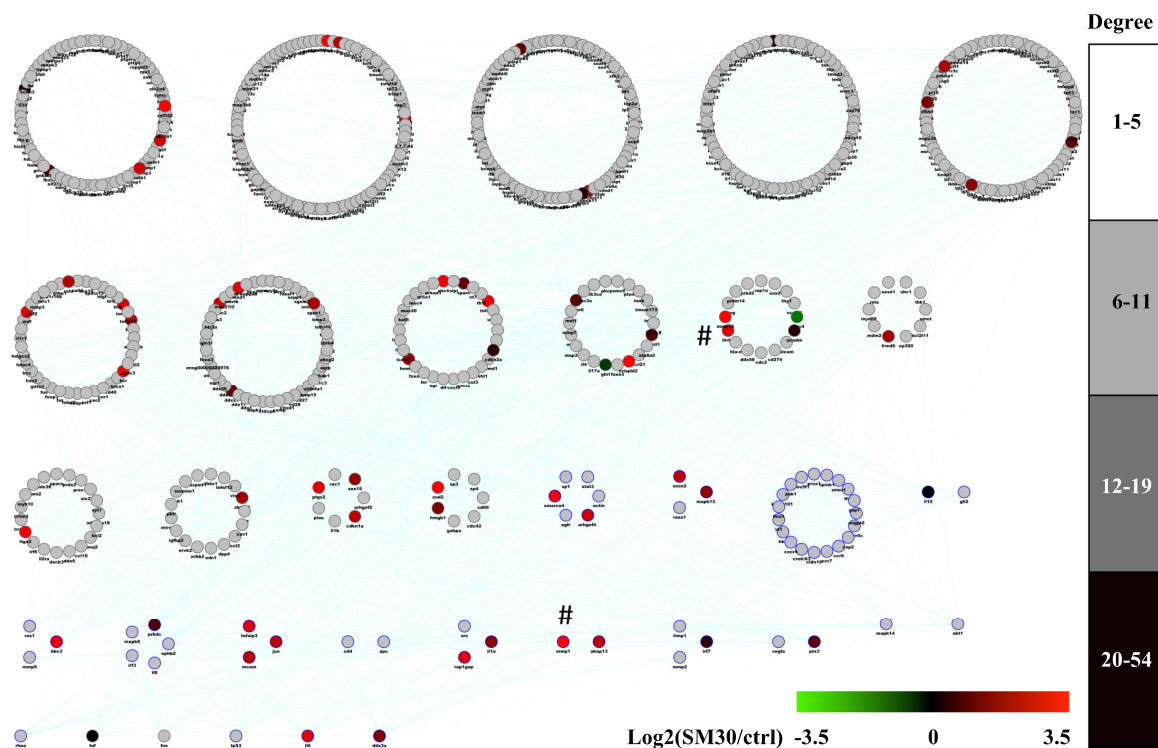

Note: # indicates *MMP1* and *MMP10*.

**Figure S2.** Cytotoxicity of Ludox® NPs AS30 and SM30 in A549 cells was assessed by MTS assay (A) and clonogenic assay (B), in relation to NP concentration and recovery time after the treatment (3 or 22 h).

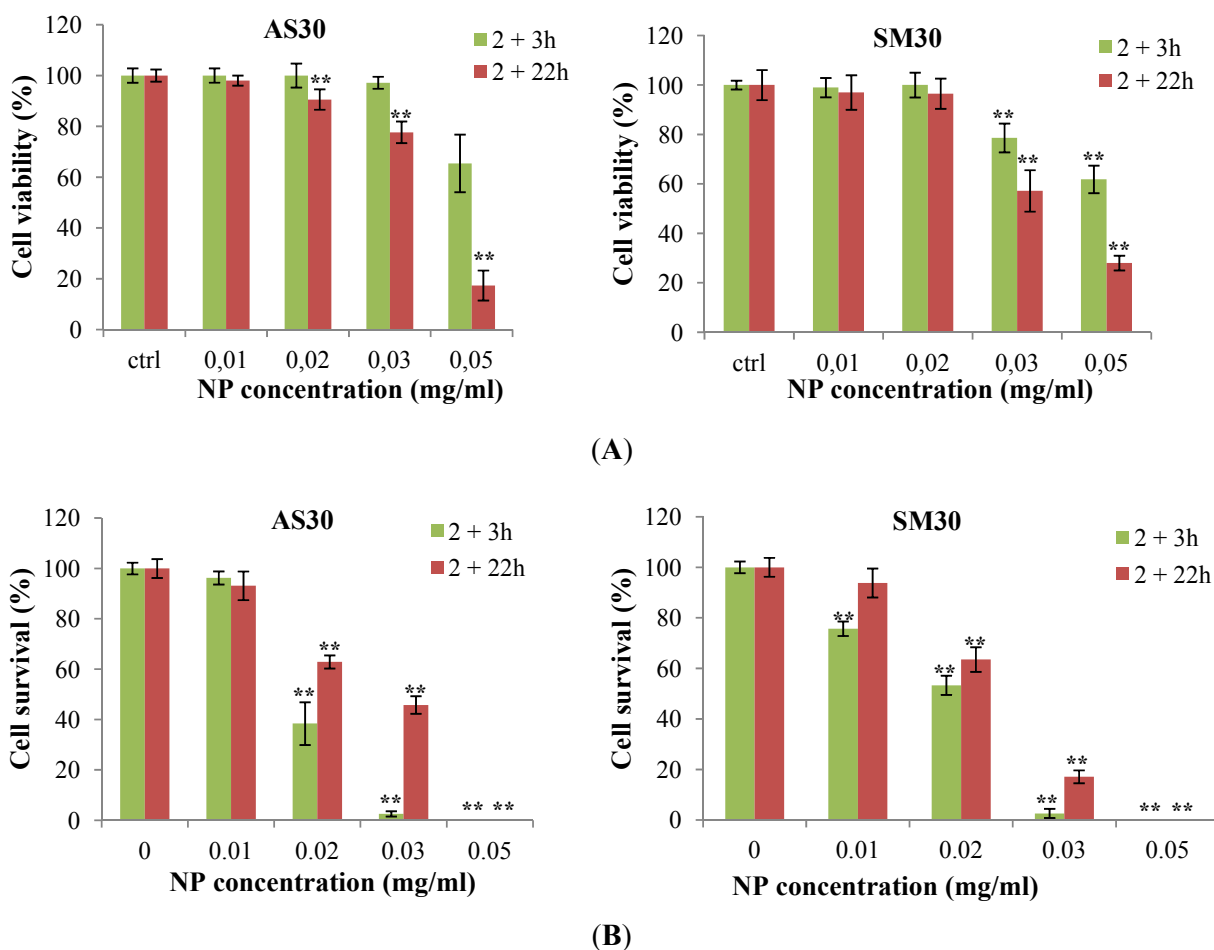

Notes: Data represent mean  $\pm$  S.D. ( $3 \leq n \leq 12$ ); \*\*  $p \leq 0.01$  (NP-treated vs. controls).

How the deposited data were processed for this re-analysis (not part of the article)

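Gene expression was measured in A549 cells on 18 one-colour Agilent arrays, in 6 groups of 3 biological replicates. The groups are cells treated for 2 h with 0.02 mg/mL SM30 NPs and left for 3 h, cells treated with AS30 NPs and left for 3 h or 22 h, and a control group for each of the 3. The condition and replicate letter of each array come from its labels, which follow the conditions described in the methods. No array was left out.

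The authors deposited one scanner file per array, written by Agilent Feature Extraction, and its columns of spot intensities are on a linear scale. The processed signal is the mean signal after the software's background correction, and the same file gives the mean signal and the local background before that step, and the flags of each spot. The authors also deposited an expression table of 41093 lines for the same arrays, whose values are linear intensities after quantile normalization and averaging of replicate spots by the authors, with missing values where a spot was not positive and significant. Every column of that table was matched to its array by name, and columns not used numbered 0.

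Values were computed from the scanner files with R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. Control spots were dropped, the log2 of the processed signal was normalized by the quantile method over the 18 arrays, spots with the positive and significant flag at 0 were set to missing, spots marked as outliers by the software were left out, which the methods do not name, and replicate spots were averaged in log2. Probes with over 33% missing values were removed. Of 41000 probes 28665 were kept. A symbol was assigned through the accession of the probe for 23958 of them, using a table of RefSeq gene names, and otherwise the name in the file was kept. The kept probes stand for 21233 genes. For a gene with several probes, the probe with the highest mean signal, judged with all spots kept, was used, and the text says where the probes of a named gene disagree. Genome positions are those of the scanner files, on build hg18.

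Each treated array was divided by the control array of the same letter. The methods name the corresponding control sample and no letter, and the ratios in Table S1 are over the mean of the 3 controls. Limma was fitted to the 9 log2 ratios as 3 classes with 6 residual degrees of freedom, and its moderated test was adjusted by the Benjamini-Hochberg method over the probes tested, with 0.05 as the threshold. The contrasts were each class against its controls, SM30 against AS30 at 3 h, and AS30 at 22 h against 3 h. An F-test compared the 3 classes. The SM30 and AS30 controls at 3 h were compared in a fit of the 18 arrays as 6 groups. Principal components were computed on the log2 ratios of the 23030 probes measured in all 9 pairs, centred on each probe's mean, with jackknife standard errors over the ratios. A limit for a probe that was not well above background in any array of a group was computed as a bound, from the mean of the brighter group against, on each array of the dimmer group, the lowest signal among probes well above background or the probe's own signal where that was higher. Where the own signal sets it, the limit equals the fold between group means with all spots kept, and it holds for that background correction alone.

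Gene lists were tested with camera on the moderated statistics, with its preset inter-gene correlation of 0.01, because that form accepts probes with missing ratios. They were the 9 pathways whose gene sheets are whole in Table S6, in 27 tests, and 11 lists fixed beforehand, in 44 tests. The 11 lists hold matrix metalloproteinases and their inhibitors, the Toll-like receptor pathway, NF-kB targets, immediate-early genes, p53 targets, endoplasmic reticulum stress genes, NRF2 targets, heat shock genes, metallothioneins, mitosis genes and S phase genes. P-values were adjusted over the pathways or the lists of a contrast. Fry and camera with an estimated correlation were run on genes with all ratios. A list of SREBP targets was written after the change in cholesterol genes was seen and before it was tested.

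The genes named in the text follow a rule set beforehand. They are the genes whose array result the article gives, GAPDH, and for each contrast the 5 probes with the largest rise and the 5 with the largest fall among those past the threshold with the same sign in every ratio. That all 3 ratios had to be measured was settled after the lists were seen. Leading members of a gene list are those with the largest rise and fall. The 4 and 8 probes called between responses and the genes of cholesterol biosynthesis were named after their values were seen.

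The alternatives set beforehand numbered 26. They were scaling to the 75th percentile, normexp background correction of the mean signal with an offset of 50, other filters on dim spots and probes, the authors' deposited table, fits without pairing by letter, with slide as a fixed or random block, or of the compared groups alone, a log2 size of at least 1, the SAM test of the methods at 5% FDR with 100 permutations, the scale and form of the ratios in the principal components, other tests of gene lists, and each pair of arrays left out. In the fit with slide as a fixed block and in SAM, probes with all values were used. The alternatives added after the values were seen were ratios over the mean of the 3 controls, outlier spots kept, forms of SAM and of the principal components close to Table S1, and the leave-out order of the lists. Several definitions of the filter were tried before one gave the number of transcripts in the methods, and that one was not used for the values in the text. Values without a call that changed sign under an alternative were counted as unchanged in call.

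The fits were tested on simulated arrays with the spread of the real ones, in which 200 of 23030 probes were changed after SM30. The same-letter ratios recovered 37.5% of changes of 1 log2 unit with 2 false calls, and 90.5% of changes of 2 log2 units with 10. The fit of the 18 arrays recovered 57.5% and 93.5%, and ratios over the mean of the 3 controls 76% and 97%, with 112 and 162 false calls. For the difference between the SM30 and AS30 responses, the same-letter ratios recovered 0% of changes of 1 log2 unit and 76.5% of changes of 2, with 0 and 12 false calls. The fit of the 18 arrays recovered 27.5% and 84.5%, with 5 and 13 false calls. Ratios over the mean of the 3 controls recovered 57% and 92%, with 119 and 161. The same-letter ratios were thus the least able to detect a difference of 1 log2 unit. Camera and fry each called 5 of 5 shifted simulated lists and 0 unshifted lists. The simulated probes were drawn singly, without correlation between genes. These results therefore do not show how often camera calls unchanged lists on the real arrays. Other divisions of the arrays into groups of the same sizes were refitted, all 10 for 3 against 3 and 100 drawn of 280 for the 3 classes. For the gene lists, 100 were drawn with treated and control arrays exchanged within each of the 3 sets. For the correlation between responses, all 100 pairs of the 10 SM30 and 10 AS30 splits at 3 h were used.

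The precision of each value is limited by 3 arrays per group. Dim probes carry the largest error, since the share of spots well above background was 51.9% to 72.4%. The MTS, clonogenic, flow cytometry and qRT-PCR measurements, the literature network, the CLIPPER and GSEA runs and interleukin gene sets were not analysed here.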

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

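Tests of a single probe against its gene, of the background correction of dim probes and of the correlation between the genes of a list were chosen only after the results they bear on were seen. The 2 lists of genes of sterol metabolism were also tested only after the change in cholesterol genes had been seen.

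The responses to SM30 and AS30 at 3 h differed by a test of the difference itself in 4 probes, those of PPM1F, BCR and CCDC66 and A_32_P32876, which has no gene name. Each was higher after SM30. Between-array normalization is excluded as the whole cause, because at least 1.02 of each log2 difference was left under 75th-percentile scaling and all 4 were still called. Background correction cannot be told apart from a change in expression. Under normexp as little as 0.282 of a difference was left and 2 of the 4, PPM1F and BCR, were still called, but the offset of that method shrinks the ratios of dim probes by construction. The signal of a single probe, rather than of its gene, is a candidate explanation for the 3 named genes. Their 8 other probes differed by -1.26 to 0.652 log2 units, against 2.44 to 3.56 for the called probes. A transcript variant that only the called probe detects would look the same and stays open. Only 1 of the 10 splits of the 6 ratios gave as many calls, the real one, and with 3 ratios against 3 these splits cannot exclude chance. Without the B or C pair of SM30 or any 1 of the pairs of AS30 at 22 h, limma called 0 probes, with 2337 to 4348 at an unadjusted p under 0.05. With slide as a fixed block 19 probes were called and 1 of the 4 was among them. All 4 were called with slide as a random block and without pairing by letter. Slide therefore stays open as an explanation. Of 23 alternatives, the call was lost in 14 for CCDC66, 10 for BCR, 10 for A_32_P32876 and 9 for PPM1F. The size of the NPs, which the design names, is untested as a cause of these 4 differences.

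Between 3 h and 22 h after AS30 the response differed in 8 probes, 4 of them higher at 22 h. At least 0.850 of each log2 difference was left under 75th-percentile scaling, so the normalization is excluded as the whole cause, although none of the 8 was called there. Background correction stays open, since normexp left as little as 0.0976 of a difference for OR52A1. IFIT1 and THBD were still called under normexp, and THBD, which is bright, kept 0.952 of its difference. As many calls came from 2 of the 10 splits of the 6 ratios, the real one and one with 19 calls, and chance is not excluded. Without the C pair of AS30 at 3 h the count was 252 instead of 8, and it was 0 by limma without any 1 of the SM30 pairs, the A pair of AS30 at 3 h or the A or C pair at 22 h, with 3196 to 4541 probes at an unadjusted p under 0.05. With slide as a fixed block 6 probes were called and 0 of the 8 were among them, and without pairing by letter 69 were called, 2 of the 8 among them. Recovery time remains an untested explanation.

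A comparison of the 3 treatments together called 26 probes by the limma F-test. Of 100 splits drawn of the 9 ratios into 3 classes, 1 gave as many, the real one, so chance is excluded as the explanation of that count. The count was 547 without the C pair of AS30 at 3 h, and it was 0 without the B or C pair of SM30 or the C pair of AS30 at 22 h, with 3999 to 4751 probes at an unadjusted p under 0.05. No biological explanation was tested for these probes beyond the 3 classes themselves.

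Of the 11 gene lists, 3 differed between the SM30 and AS30 responses at 3 h by camera. NF-kB targets were higher in the SM30 response by a mean of 0.74 log2 units (adjusted p = 8.8e-09, 25 of 26 genes), immediate-early genes by 0.34 (5.7e-04, 19 of 26) and metallothioneins by 0.51 (0.022, 8 of 10). A lower level in the SM30 controls was weighed first. For NF-kB targets the treated arrays themselves differed by 0.53 and the controls by -0.20, and for immediate-early genes the treated arrays differed by 0.46 and the controls by 0.12, which excludes the controls as the whole cause. For metallothioneins the treated arrays differed by 0.13 and the controls by -0.38, so a lower level in the SM30 controls is a candidate explanation there. Under the other normalizations the mean differences were 0.51 or more for NF-kB targets, 0.26 or more for immediate-early genes and 0.44 or more for metallothioneins, and normalization is excluded as the whole cause. Correlation between the genes of a list remains open for all 3, since the adjusted p by fry, which allows for it, was 0.44, 0.44 and 0.63. Over the alternatives the adjusted p ranged from 5.6e-11 to 0.59 for NF-kB targets, from 4.2e-06 to 0.59 for immediate-early genes and from 0.0012 to 0.67 for metallothioneins. A graded response to particle size is a hypothesis that these arrays leave untested, since slides and cultures of the 2 sets also differ.

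The SM30 and AS30 control groups, both without NPs and with 3 h of recovery, were not compared in the paper. They differed in 7668 of 28620 probes by limma, 4479 higher and 3189 lower in the SM30 controls, with a median absolute log2 difference of 0.36 over all probes and 0.72 over the called ones. This exceeds the median size of the response to SM30 NPs, 0.25. The largest differences were those of AK021751 (3.62) and THC2486290 (2.72) among the higher, and of C3AR1 (-4.77), ADPRH (-4.50) and CACNA1E (-4.41) among the lower. The between-array normalization is excluded as the whole cause, because 7195 probes or more were called under the other normalizations, although under 75th-percentile scaling 3749 were higher and 3831 lower, so that the direction of the majority depends on it. Dim probes are excluded as well, because 30.5% of the 18875 probes well above background on all arrays were called, against 19.7% of the other 9790. Slide and scan day cannot be told apart from the set of cultures, as 0 slides hold arrays of both sets. Only the real one of the 10 splits of the 6 control arrays gave as many calls, and with 3 against 3 these splits cannot exclude chance. With each pair of arrays left out the count lay between 4604, without the C pair of SM30, and 7800. The design names no biological difference between the 2 groups, and no biological explanation was tested.

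Genes of cholesterol biosynthesis, which the paper does not discuss for AS30, were higher at 22 h after AS30. The median log2 change of the 17 genes that Table S6 lists for that pathway was 1.45, with 16 of 17 higher and 14 called singly, led by MVD at 2.49. At 3 h the median was 0.12 after AS30 and 0.20 after SM30. Between-array normalization is excluded as the whole cause, because the median was 1.25 or more under the other normalizations. With each 22 h pair left out it lay between 1.21 and 1.87. A raised transcription of the genes that SREBP proteins activate is a candidate explanation, since 16 other SREBP targets, a list written before it was tested, had a median of 0.86, with 15 of 16 higher and 6 called singly (camera adjusted p = 9.98e-10 over the 2 lists, fry adjusted p = 0.0013). As only 1 of the 10 splits of the 6 arrays, the real one, gave a median as large, with others of up to 1.09, these splits cannot exclude chance. The AS30 arrays at 22 h lay on 1 slide with 1 of their controls, and with slide as a fixed block the median was 1.42.

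Gene lists that the paper does not discuss also moved against the controls at 3 h. Immediate-early genes rose by a mean of 0.56 after SM30 (camera adjusted p = 2.8e-08, 21 of 26 higher) and 0.22 after AS30 (0.014, 20 of 26). Targets of p53 rose by 0.40 after SM30 (8.3e-04, 13 of 22) and 0.24 after AS30 (0.0496, 13 of 22), and genes of endoplasmic reticulum stress by 0.43 (0.0016, 11 of 18) and 0.37 (0.013, 13 of 18). Metallothioneins had a mean of -0.41 after AS30 (0.014, 9 of 10 lower) and were not called after SM30. Fry kept these calls, apart from that of the metallothioneins (adjusted p = 0.18). Over all 44 tests of lists camera called 24. Of 100 splits drawn of treated and control arrays within the 3 sets, 1, the real one, gave as many. The other splits gave a median of 10 calls and a highest of 23. The real number thus ranked first by a margin of 1 call, and chance is not excluded for a single list. Without the C pair of AS30 at 3 h the number was 17. For p53 targets after AS30, 11 of 23 alternatives lost the call, with adjusted p from 0.0073 to 0.42. The 6 other calls were lost in 1 to 4 of 23 alternatives, each of them when camera used an estimated correlation between genes. The cause of these changes stays open, and the slides follow the treatment for AS30 at 3 h and in large part for SM30.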

How the results depend on the processing

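Among the alternatives below, counts from ratios over the mean of the 3 controls, principal components of linear ratios over that mean, outlier spots kept, the SAM test on deposited linear ratios, the order of the lists with pairs left out, and the principal components of probes called by SAM or listed in Table S1 were chosen after the values were seen. The others were set before the data were examined, as were the tests of other splits of the arrays. Where no construction is named, the cause of a change was not tested.

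Counts of probes called depended on which arrays supply the estimate of the spread. After SM30 the count was 2146, with 323 when slide was a fixed block (174 higher and 149 lower) and 3068 when it was a random block, fewer than after AS30 at 3 h there, 9459 with ratios over the mean of the 3 controls, 884 when a change of at least 1 log2 unit was also required, and 289 to 2721 with pairs left out, without the B pair of SM30 and without the C pair of AS30 at 3 h. For AS30 at 3 h it was 720, with 417 when spots not positive and significant were kept, 28 with slide as a fixed block and 3884 as a random block, 0 in a fit of the AS30 pairs alone, 10002 with ratios over the mean of the 3 controls, 396 with the change of at least 1, and 81 to 3060 without the B and the C pair of AS30 at 3 h. After AS30 at 22 h it was 1008, with 6 with slide as a fixed block and 1926 as a random block, 0 in a fit of the 22 h pairs alone, 8849 with ratios over the mean of the 3 controls, 485 with the change of at least 1, and 2 to 1361 without the A pair of 22 h and the C pair of AS30 at 3 h. In the fits of pairs alone, limma gave 4684 probes at an unadjusted p under 0.05 for AS30 at 3 h and 4510 at 22 h, and those fits have fewer degrees of freedom. With slide as a fixed block, the SM30 change rests on treated array A alone and the 22 h change on control C alone. The AS30 change at 3 h links its slides through the 22 h controls A and B. Calls lost there are therefore no clear sign of a slide effect. That fit used the 23030 probes measured on every array. In it, 279 of the calls after SM30 were shared with the same-letter ratios, 1 of those after AS30 at 3 h and 2 of those at 22 h. The correlation within slides that the random block used was -0.083.

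For the difference between the SM30 and AS30 responses, the count of 4 became 19 with slide as a fixed block (8 higher and 11 lower), 61 with it as a random block (35 and 26), 0 in a fit of the 2 classes alone (4318 at an unadjusted p under 0.05), 5462 with ratios over the mean of the 3 controls, and 0 to 7 with pairs left out, with 0 by limma in 5 of the 9 (2337 to 4348 at an unadjusted p under 0.05) and 7 without the C pair of AS30 at 3 h. For AS30 at 22 h against 3 h, the count of 8, 4 higher and 4 lower, became 0 under 75th-percentile scaling (4750 at an unadjusted p under 0.05), 7 under normexp, all 7 higher, 3 in the deposited expression table, all 3 lower, 319 with slide as a random block and 6 as a fixed block, none of the 8 among these 6, 0 in a fit of the 2 classes alone (3767), 5962 with ratios over the mean of the 3 controls, and 0 to 252 with pairs left out, with 0 in 6 of the 9 (3196 to 4541) and 252 without the C pair of AS30 at 3 h. The F-test over the 3 treatments called 26 probes, and 41 under 75th-percentile scaling, 144 under normexp, 67 among probes detected on all 18 arrays, 666 with slide as a random block, 9755 with ratios over the mean of the 3 controls, and 0 to 547 with pairs left out, with 0 in 3 of the 9 (3999 to 4751) and 547 without the C pair of AS30 at 3 h. The SAM test of the methods called 867 probes on log2 ratios, 851 on linear ratios and 13537 on deposited linear ratios over the mean of the 3 controls. The count of 7668 between the control groups stayed within 1.5 times of itself under the other normalizations and filters, and lay between 4604 and 7800 with pairs left out.

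Replicate letters were checked as a pairing. The correlation of the deviations of same-letter treated and control arrays from their group means was over 0.1 in 4 of 9 pairs and ranged from -0.09 to 0.48. In the SM30 set and the AS30 set at 3 h it was under 0.1 in at least 2 of the 3 pairs, so the letters do not pair the arrays there. In the set at 22 h it was over 0.1 in all 3, from 0.104 to 0.190. Without the replicate block, in the fit of 18 arrays, the counts were 2518 after SM30, 1313 after AS30 at 3 h, 1408 after AS30 at 22 h, 14 for SM30 against AS30 (12 higher and 2 lower), 69 for 22 h against 3 h and 254 for the F-test. They shared 1823, 579 and 775 calls with the same-letter ratios for the 3 treatments.

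Other splits of the arrays were refitted for each count. For SM30 against its controls 1 of 10 splits of the 6 arrays, the real one, gave as many calls, for AS30 at 3 h 2 of 10, and for AS30 at 22 h 1 of 10. With 3 arrays against 3 the share is never under 0.1, so splits of the arrays cannot exclude chance for these counts. At 22 h, where the letters pair the arrays, the other 9 splits, which include the 3 that also part every pair, called at most 8 probes. The second split for AS30 at 3 h, which set treated array A and control arrays A and B against the rest, gave 1844 and follows no slide, whereas the real split does, and with slide as a fixed block 28 probes were called. Chance is not excluded for the pathways of Table S6, since 44 of 100 splits gave 2 calls or more.

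The first 2 components held 49.2% of the variance and the first 3 held 62.8%. These were 93.4% and 95.9% with linear ratios, 70.4% and 80.4% with treated values not divided by controls, and 62.5% and 74.4% with log2 ratios over the mean of the 3 controls. The settings chosen after the values were seen gave 99.99% and 99.99% with linear ratios over the mean of the 3 controls, 99.7% and 99.9% with the same ratios in the deposited table, 92.9% and 95.8% over the listed probes of Table S1 alone, then 92.7% and 95.7% with linear ratios of probes called by SAM, and 83.5% and 89.1% with log2 ratios of such probes. Leaving out pairs gave 46.4% to 54.7% and 62.4% to 70.3%. Components of probes selected for differing between classes hold more variance by construction.

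Camera called 2 of 27 pathway tests, and 4 under normexp, 5 with the mean of all probes of a gene, 2 to 4 with pairs left out and 0 with an estimated correlation, where the lowest adjusted p was 0.39. Of the 44 tests of lists it called 24, and 17 to 24 with pairs left out, while fry called 12 and camera with an estimated correlation 0, with a lowest adjusted p of 0.14. No called list changed direction under an alternative. Heat shock genes alone were uncalled and then called with the other sign. Their mean difference between the SM30 and AS30 responses was 0.01 (adjusted p = 0.67) and became -0.42 with slide as a fixed block (adjusted p = 0.024, in a range of 0.024 to 0.99). Means, medians and tests differed in sign for some lists that were not called. The difference between responses of heat shock genes had a mean of 0.01 and a median of -0.03, that of S phase genes a mean of -0.03 and a median of 0.04, and that of mitosis genes a mean of -0.03 beside a rise by camera. NRF2 targets after SM30 had a mean of -0.02, a median of 0.01 and a rise by camera, and apoptosis genes of Table S6 after AS30 at 3 h had a mean of 0.01 and a fall by camera. NRF2 targets were not called in any contrast, with means of -0.02, -0.10 and 0.02 after SM30, AS30 at 3 h and AS30 at 22 h, nor were heat shock genes, with -0.05, -0.06 and 0.30.

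Over 71 results of gene lists and 1633 values under alternatives, 1518 stayed on their side of the threshold, among them 92 uncalled values that changed sign. Of the others, 91 were calls lost, 23 were calls gained, and 1 was an uncalled result called with the other sign. Over 76 results of named genes and 1670 values, 1365 stayed on their side of the threshold, among them 34 uncalled values that changed sign, and 295 calls were lost and 10 gained. The share of higher calls moved by under 10 percentage points from that of the quantile normalization, under each other scaling, for the other counts. The median log2 change of all probes stayed within 0.1 of 0 under each scaling. The order of SM30 over AS30 in the inflammatory response list held under the scalings, filters and pairs left out that were tried for it, with the exception of 1 gene when dim probes were not filtered.

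Signal over background limits what these arrays resolve. Where a probe was not well above background in a group the size of a change is not resolved, as for MMP1 at 22 h. Normexp, whose offset shrinks dim ratios, lowered the rise of MMP1 after SM30 from 137-fold to 10.5-fold. It lowered that of MMP10 from 24.3-fold to 2.62-fold, with both still called. The 18875 probes well above background on all arrays are less exposed to this.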

Differences from the paper's values

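Values are counted here as differing when one is over 1.5 times the other and they lie further apart than the error here, the jackknife standard error of a share or the SD of the folds. A lower bound is counted as differing only when it is over 1.5 times the paper's value. Not differing by this rule is no statement that values are near each other.

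The paper states that the first 2 principal components held 87% of the variance and the first 3 held 98.6%, against 49.2% and 62.8% here, from log2 ratios of all probes measured in every pair. For the first 2, of 19 alternatives set before the data were examined, 3 did not differ by this rule, with linear ratios (93.4%), with treated values not divided by controls (70.4%) and with log2 ratios over the mean of the 3 controls (62.5%), and 16 did. For the first 3, 8 of 19 did not differ, the same 3 settings (95.9%, 80.4% and 74.4%) and 5 that leave out a pair (68.0% to 70.3%), and 11 did. Apart from linear ratios, these 8 values lie well below those of the paper. Settings chosen after the values were seen gave 92.9% and 95.8% for the probes of Table S1 alone, then 92.7% and 95.7% for linear ratios of probes called by SAM, 83.5% and 89.1% for log2 ratios of such probes, and 99.7% and 99.9% for linear ratios over the mean of the 3 controls in the authors' deposited expression table.

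Table S1 gives the paper's counts of 474 probes higher after SM30 than after AS30 at 3 h and of 640 probes higher after AS30. By limma on same-letter ratios these were 4 and 0, with 4176 probes at an unadjusted p under 0.05. All 21 alternatives set before the data were examined differed for either count, with at most 35 probes higher after SM30 and 26 higher after AS30. Ratios over the mean of the 3 controls, chosen after the values were seen, called 2521 and 2941, among them 328 of the 385 listed probes that were tested. SAM over the 3 classes, which gives no direction between a pair of classes, called 867 probes on log2 ratios, and 13537 on deposited linear ratios over the mean of the 3 controls, the latter chosen after the values were seen.

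For MMP1 after AS30 at 22 h, the mean of the paper's ratios in Table S1 is 15.53. The limit computed here was 36.5, which counts as differing by the rule for lower bounds. The controls were not well above background, and this limit sets the mean of the treated arrays against the lowest signal well above background on each control array, or the probe's own signal where that was higher. It rests on the signal of the dim controls and equals the fold with all spots kept. The single measured pair, at 16.4, lay below it. The limit is therefore no firm lower bound, and no difference from the paper is concluded from it. Of 16 alternatives set before the data were examined, 15 were not over 1.5 times the paper's value, with folds from 2.46 upward, 15.6 in the authors' deposited expression table and 16.4 in the single pair with a measured ratio, and 1 was, that with spots kept that were not positive and significant (36.5). For the TNF probe of Table S1, the mean of the paper's ratios is 0.4036 after AS30 at 3 h, against 0.969 here. Of 20 alternatives set before the data were examined, the deposited table alone did not differ by the rule (0.604), and 19 did. At 22 h the paper's mean is 0.7248, against 1.1 here, with 6 of 20 alternatives not differing, 75th-percentile scaling (0.849), normexp (0.976), the deposited table (0.747), slide as a random block (1.08) and the B or C pair of 22 h left out (1.02 and 1.05), and 14 differing.

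The paper states that no activation of MMP1 as strong was seen in the other conditions. Here it rose by 7.09 log2 units after SM30 and by 6.04 after AS30 at 3 h, second among the rises there. The order is that of the paper, but the difference of 1.05 was not past the threshold (adjusted p = 0.42 from limma). The AS30 fold at 3 h did not differ from that of Table S1 by the rule above. The paper names MMP2 among the metalloproteinases activated by SM30. Here its change was 0.22 log2 units (adjusted p = 0.63 from limma), with no call under the 20 alternatives run for it. The paper states that IL1B was up-regulated after SM30 and shows this by qRT-PCR, which was not analysed here. On the arrays the log2 change of IL1B was 1.99 and not past the threshold (adjusted p = 0.17 from limma, and 0.012 to 0.62 over the alternatives). It was called under normexp, in a fit of the SM30 pairs alone and without the B pair of AS30 at 22 h. ATM, which the paper reports as slightly induced on the array and significantly by qRT-PCR, was set here against the array alone. Its change of 0.21 log2 units was not called (adjusted p = 0.87 from limma) here or under the alternatives run for it. Its probe was well above background on 1 of 3 SM30 arrays and 0 of 3 controls, so the array does not resolve a change. By the rule above its fold did not differ from that of the paper in any of 17 alternatives. The paper states that apoptosis was activated by SM30 by its pathway analysis. By camera the apoptosis genes of Table S6 had a mean change of 0.06 (adjusted p = 0.12, and 0.045 to 0.61 over the alternatives), and were called in 1 alternative, the mean of all probes of a gene.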

Other observations

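The test of the TNF spot was chosen only after the result it bears on was seen, and ratios over the mean of the 3 controls are a setting added after the values were seen.

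The responses to SM30 and AS30 at 3 h, each over controls of its own, went the same way across probes, with a Pearson r of 0.298. Of 100 pairs of splits of the SM30 and AS30 arrays, 1 gave an absolute r as large, the real one. The highest of the others was 0.294, so the margin is small. With the real split of either set held, the other set has only 10 splits, so these splits cannot exclude chance. The 3 AS30 arrays and their 3 controls lay on separate slides, and SM30 arrays B and C lay apart from their controls. The slide therefore stays open as a part of either response. A response to silica NPs of either size is left among the open explanations, untested.

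Ratios over the mean of the 3 controls called 5462 probes between the responses to SM30 and AS30, against 4 by same-letter ratios and 14 by the fit of the 18 arrays. Such ratios share their 3 controls, so that the spread of the controls does not enter the test. On simulated arrays without an effect, with probes drawn singly, they called at most 27 probes, which leaves the explanation open, since real probes vary together. With whole arrays of residuals shuffled over the 18 places, they called a median of 61 probes and between 0 and 4628 over 20 draws, against a median of 0 and at most 7 by the fit of the 18 arrays and 0 by same-letter ratios. The spread left out is therefore a candidate explanation for many of the 5462 calls, but 0 of the 20 draws gave as many, and a difference between the 2 NPs stays open.

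The probes that Table S1 lists as higher after SM30 than after AS30 were examined for a bright array among the 3 AS30 controls, which lowers the AS30 ratios. The median SD of the AS30 controls was 0.383 log2 units on 253 listed probes and 0.272 on 1265 unlisted probes of like brightness, a ratio of 1.41. The SM30 controls also spread further on the listed probes, 0.227 against 0.135, and the brightest AS30 control was A for 41.5% of them, B for 36.8% and C for 21.7%. A bright control therefore cannot be told apart from probes that vary more in every group, and the size of the NPs is untested as the cause.

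Table S1 lists a second TNF probe with ratios of 0.395, 0.442 and 0.374 after AS30 at 3 h. On the C array of the AS30 controls, 1 of its 10 spots read 261 against a median of 6.32 and was marked as an outlier by the scanner software. With outlier spots left out the AS30 ratios over the mean of the 3 controls were 0.936, 1.02 and 0.902, and those of SM30 were 1.11, 1.01 and 0.998. This spot is a candidate explanation for the place of the probe in the table. The design gives no biological reason for a single bright spot, and no biological explanation was tested.

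Lists that belong to no claim gave these results at 22 h after AS30. Mitosis genes had a mean log2 change of -0.71 (camera adjusted p = 1.5e-11), with 24 of 24 lower, and S phase genes of -0.22 (0.012). Targets of p53 had 0.21 (0.13), endoplasmic reticulum stress genes 0.05 (0.81), immediate-early genes -0.12 (0.81) and metallothioneins 0.26 (0.19). Fry gave immediate-early genes the opposite direction, and it called none of these lists at 22 h. After SM30 metallothioneins had 0.10 (0.50).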
